# Transcriptome Analysis of Dnmt3l Knock-Out Mice Derived Multipotent Mesenchymal Stem/Stromal Cells During Osteogenic Differentiation

**DOI:** 10.3389/fcell.2021.615098

**Published:** 2021-02-25

**Authors:** Chih-Yi Yang, Rita Jui-Hsien Lu, Ming-Kang Lee, Felix Shih-Hsian Hsiao, Ya-Ping Yen, Chun-Chun Cheng, Pu-Sheng Hsu, Yi-Tzang Tsai, Shih-Kuo Chen, I-Hsuan Liu, Pao-Yang Chen, Shau-Ping Lin

**Keywords:** epigenetics, DNMT3L, DNA methylation, bone-marrow MSCs, osteogenesis

## Abstract

Multipotent mesenchymal stem/stromal cells (MSCs) exhibit great potential for cell-based therapy. Proper epigenomic signatures in MSCs are important for the maintenance and the subsequent differentiation potential. The DNA methyltransferase 3-like (DNMT3L) that was mainly expressed in the embryonic stem (ES) cells and the developing germ cells plays an important role in shaping the epigenetic landscape. Here, we report the reduced colony forming ability and impaired *in vitro* osteogenesis in *Dnmt3l*-knockout-mice-derived MSCs (*Dnmt3l* KO MSCs). By comparing the transcriptome between undifferentiated *Dnmt3l* KO MSCs and the MSCs from the wild-type littermates, some of the differentially regulated genes (DEGs) were found to be associated with bone-morphology-related phenotypes. On the third day of osteogenic induction, differentiating *Dnmt3l* KO MSCs were enriched for genes associated with nucleosome structure, peptide binding and extracellular matrix modulation. Differentially expressed transposable elements in many subfamilies reflected the change of corresponding regional epigenomic signatures. Interestingly, DNMT3L protein is not expressed in cultured MSCs. Therefore, the observed defects in *Dnmt3l* KO MSCs are unlikely a direct effect from missing DNMT3L in this cell type; instead, we hypothesized them as an outcome of the pre-deposited epigenetic signatures from the DNMT3L-expressing progenitors. We observed that 24 out of the 107 upregulated DEGs in *Dnmt3l* KO MSCs were hypermethylated in their gene bodies of DNMT3L knock-down ES cells. Among these 24 genes, some were associated with skeletal development or homeostasis. However, we did not observe reduced bone development, or reduced bone density through aging *in vivo*. The stronger phenotype *in vitro* suggested the involvement of potential spreading and amplification of the pre-deposited epigenetic defects over passages, and the contribution of oxidative stress during *in vitro* culture. We demonstrated that transient deficiency of epigenetic co-factor in ES cells or progenitor cells caused compromised property in differentiating cells much later. In order to facilitate safer practice in cell-based therapy, we suggest more in-depth examination shall be implemented for cells before transplantation, even on the epigenetic level, to avoid long-term risk afterward.

## Introduction

Stem cells that are capable of self-renewal and differentiation, play very important roles to maintain dynamic but sustainable tissue homeostasis (Collins et al., 2005). This delicate balance relies on cooperative interactions between transcription networks and epigenetic regulations, including DNA methylation, histone modifications and non-coding RNA-mediated modulation of gene expression (Reik, 2007; Lunyak and Rosenfeld, 2008; Bloushtain-Qimron et al., 2009; Atlasi and Stunnenberg, 2017). Multipotent mesenchymal stem/stromal cells (MSCs) have a trilineage differentiation ability toward osteoblasts, chondrocytes and adipocytes (Pittenger et al., 1999). In accordance with their ability to differentiate into multiple lineages, and having immunomodulatory function(s), MSCs can be isolated from various origins, such as bone marrow, adipose tissues (Zuk et al., 2002), umbilical cord blood (Erices et al., 2000), skeletal muscle (Young et al., 2001), amniotic fluid (In t Anker et al., 2003), placenta (Miao et al., 2006), and dental pulp (Lin et al., 2011; Berebichez-Fridman and Montero-Olvera, 2018; Spagnuolo et al., 2018). With the long history of successful MSC-containing bone marrow transplantations, as well as the availability from other accessible origins like tooth, placenta, umbilical cord blood, amniotic fluid and adipose tissues, MSCs are one of the top candidate cell types available for allogenic and autologous cell therapy in regenerative medicine (Ballini et al., 2017; Han et al., 2019). The therapeutic potential of MSCs is mainly based on their ability to modulate immune response (Abdi et al., 2008; Gao et al., 2016). The strong anti-inflammatory effect and paracrine activity from their secretory proteins and functional RNAs can be delivered into remote organs or tissues via extracellular vesicles (Chen et al., 2019). Preclinical and clinical trials on MSCs based therapy have been carried out in many countries, in order to improve the treatment for the injured bone, cartilage, and the autoimmune diseases.

However, one of the limitations of using MSCs in regenerative medical applications is their gradual loss of multipotency and therapeutic properties under culture conditions. MSCs cultured for prolonged periods or isolated from elder individual are less efficient in their trilineage differentiation ability, with the impairment in osteogenesis being particularly significant (Digirolamo et al., 1999; Bonab et al., 2006; Zhou et al., 2008; Yang, 2018). Optimization of culture conditions can sustain MSC properties better *in vitro* (Sotiropoulou et al., 2006), and make them safer and more suitable for clinical applications. These include the introduction of better culture surface (Engler et al., 2006; Lee et al., 2017), hypoxia condition (Wang et al., 2020), providing scaffold and other biomaterials (Meinel et al., 2004; Marrelli et al., 2016), to maintain better multipotency or differentiation outcome for the cultured MSCs. In addition, the replacement of FBS by chemically defined or standardized supplements (Bieback et al., 2009; Marrazzo et al., 2016) can facilitate the clinical-grade production of MSCs.

While the culture condition can be optimized to certain extent, the intrinsic defects from the isolated MSCs cannot be easily fixed. Here we report an unexpected observation of compromised osteogenesis differentiation ability of MSCs isolated from DNMT3L deficient mutant mice. DNMT3L is a germ and ES cell enriched epigenetic cofactor (Bourc’his et al., 2001; Hata et al., 2002; Liao et al., 2014). We and others have demonstrated that DNMT3L maintains the quiescence of spermatogonial progenitor cells and prevents exhaustion of stem cell populations to maintain male germ line homeostasis (Bourc’his and Bestor, 2004; Liao et al., 2014). Dnmt3l knock-out mice are infertile (Bourc’his and Bestor, 2004; Webster et al., 2005; Hata et al., 2006), but otherwise develop normally into adulthood without reported somatic phenotypes. DNMT3L does not have enzymatic activity but interacts with DNMT3A and DNMT3B to facilitate *de novo* DNA methylation and thus influences gene expression (Chedin et al., 2002; Guenatri et al., 2013). DNMT3L binds to histone H3 tails in a H3K4methylation sensitive manner, and recruits other histone modifiers through its PHD domain (Aapola et al., 2000; Ooi et al., 2007; Otani et al., 2009; Hashimoto et al., 2010; Zhang et al., 2010). We further demonstrated that ectopic DNMT3L expression can promote the assembly of the HDAC1/TRIM28/SETDB1/DNMT3A/DNMT3L complex and repress transcription of newly infected retroviral sequence independent of DNA methylation (Kao et al., 2014). There has been very limited description of potential DNMT3L functions beyond germ lines and ES cells, partly due to the difficulties in demonstrating its expression in specific progenitor cell types in somatic lineages.

Recently we demonstrated that transient expression of ectopic DNMT3L in later passaged MEFs were sufficient to cause long term epigenomic landscape changes and halt senescence progression (Yu et al., 2020). The transiently expressed DNMT3L facilitated the short-term formation of DNMT3L-DNMT3A-KAP1-SETDB-HDAC1 complex as well as guiding them to certain endogenous retroviruses and retrotransposons to introduce H3K9me3 and reduce histone acetylation in aging fibroblasts (Kao et al., 2014; Yu et al., 2020). DNMT3L also interacted with polycomb group members to facilitate repressive H3K27me3 modifications on certain aging associated derepressed genes. The long-term repressive histone modifications and dramatically prolonged cell proliferation still maintained long after the ectopic DNMT3L is silenced (Yu et al., 2020). In the current study, we tackled a potential long-term effect of transient endogenous DNMT3L expression in ES cells and progenitor cells, associated with cellular property changes of the *Dnmt3l* KO mice derived MSCs (*Dnmt3l* KO MSCs) under culture condition.

We compared the *in vitro* CFU-F formation rate, proliferation and differentiation abilities between MSCs derived from *Dnmt3l* KO mice and their WT littermates. Significantly reduced CFU-Fs and impaired osteogenic ability were observed in Dnmt3l KO mice derived BM-MSCs as well as in another epiphysis-derived MSCs (EMSCs) population (Cheng et al., 2012). The molecular mechanisms associated with this impaired osteogenic ability were investigated by comparing and contrasting the transcriptomes of undifferentiated and differentiating MSCs derived from *Dnmt3l* KO mice and their WT littermates. The injury repair ability of the endogenous MSCs between wild type and *Dnmt3l* KO mice were also compared. As the canonical DNMT3L protein was not detectable in cultured MSCs, various hypotheses were proposed and tested to determine how transiently expressed DNMT3L in ES cells or subsequent progenitor cells contribute to the long-term effect on the subsequent differentiating cell lineages, and their adaptation toward *in vitro* culture conditions.

## Results

### Multipotent MSCs Derived From *Dnmt3l* KO Mice Have Reduced Colony Forming Capacity and Osteogenic Potential Suggesting Compromised Potency *in vitro*

Multipotent MSCs are capable of self-renewal and can differentiate into multiple lineages *in vitro*. We compared and contrasted BM-MSC properties between *Dnmt3l* KO mice and their WT littermate. We did not detect differences in the frequency of MSC cell surface markers tested between genotypes (Supplementary Figure 1). A significantly reduced CFU-F was observed from BM-MSCs and EMSCs (another subtype of MSCs derived from epiphysis from *Dnmt3l* KO mice than those obtained from WT littermates (Figures 1A,B and Supplementary Figure 2A). To clarify whether *Dnmt3l* KO MSCs and EMSCs have an overall lower proliferation activity, or just proliferate poorly in low density, we checked the proliferation curves of BM-MSCs and EMSCs from paired *Dnmt3l* KO mice and wild type littermates. We did not observe major proliferation differences from paired BM-MSCs at passage 4 (Figure 1C), where we used for the differentiation assay. On the other hand, at passage 6, *Dnmt3l* KO EMSCs had reduced proliferation activity compared to those from wild type animals (Supplementary Figure 2B). This is consistent with our previous observations of premature senescence phenotype in cultured *Dnmt3l* KO MEFs (Liao et al., 2015), as well as slightly shorter lifespan for *Dnmt3l* KO compared to wild type littermates (data not shown).

**FIGURE 1:**
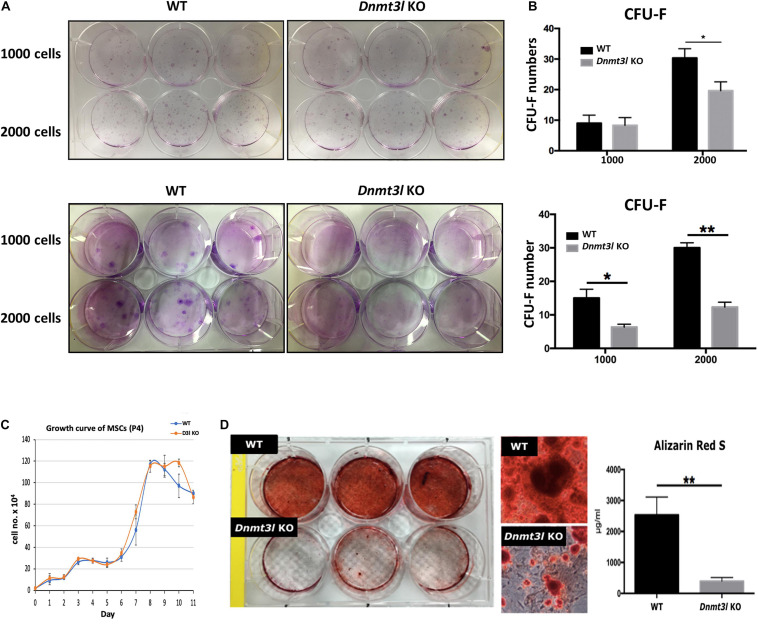
*Dnmt3l* KO BM-MSCs have significantly reduced CFU-F forming rate and impaired osteogenic potential. **(A)** *Dnmt3l* KO and wild type MSCs at passage 4 were seeded at 1000 cells per well or 2000 cells per well density on 6-well plate, and calculate the colony forming unit-fibroblasts (CFU-F) number after 9 days of culture. Two batches of independent studies with mixed BM-MSCs from three mice of each genotype were shown. **(B)** The bar chart shows CFU-F from WT and Dnmt3l KO mice. The CFU-F with diameter greater than 2 mm were considered valid. **(C)** MSCs expanded from passage 3 to 4 were seeded at a density of 2 × 10^4^ cells per well in 12 well plates. Cells from three wells of each genotype were isolated each day for 11 days and were calculated for live cell numbers based on trypan blue dye exclusion. **(D)** MSCs expanded from passage 3 to 4 were seeded at 5 × 10^4^ cells per cm^2^ for each well in 6-well plates. Cells were cultured in osteogenic induction medium once confluence was reached. After 14 days of osteogenic induction, calcium precipitation was quantified by alizarin red S staining. The osteogenic ability was dramatically decreased in MSCs derived from *Dnmt3l* KO mice compared to that in MSCs obtained from their wild-type littermates. The data are presented as the means ± SEM. *p < 0.05, **p < 0.01.

In addition to self-renewal property, MSCs are able to differentiate into osteoblasts, chondrocytes and adipocytes *in vitro* upon induction (Caplan, 1991). We quantified calcium precipitation by ARS staining after 14 days of osteogenic induction and showed that *Dnmt3l-*KO-mice-bone-marrow-derived MSCs (*Dnmt3l* KO MSCs), and *Dnmt3l* KO EMSCs dramatically lost their osteogenic ability (Figure 1D and Supplementary Figure 2C). The compromised osteogenic abilities of *Dnmt3l* KO BM-MSCs could not be attributed merely to reduced proliferation activity of cells in the passage used for differentiation analysis (Figure 1C), which is also indirectly supported by the reasonable adipogenic ability observed on these cells (Supplementary Figure 3). It is reported that aging MSCs favor adipogenic differentiation over osteogenic differentiation (Infante and Rodriguez, 2018). The severely compromised osteogenesis and relatively mild adipogenesis defects are reminiscent of a trend for premature aging event.

### Lack of Canonical DNMT3L Expression in MSCs

We observed very strikingly reduced CFU-F and osteogenesis deficit of MSCs isolated from *Dnmt3l* KO mice (Figure 1B). The intuitive explanation could be that DNMT3L is expressed and plays a direct role in cultured MSCs when the cells are out of their endogenous niches. However, the expression of DNMT3L in MSCs has not been documented. We performed strand-specific RNA sequencing analysis for undifferentiated WT and *Dnmt3l* KO MSCs at passage 4, as well as for the differentiating cells of the two genotypes 3 days after osteogenic induction. 

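MSCs are adherent cells grown from bone marrow that can form bone, fat and cartilage cells in culture. The data comprise 8 RNA libraries, with 2 libraries in each of 4 groups: undifferentiated WT, differentiating WT, undifferentiated *Dnmt3l* KO and differentiating *Dnmt3l* KO MSCs. Cells were at passage 4, and the differentiating cells had been under osteogenic induction for 3 days. The paper states that MSCs of several KO mice, and of their WT littermate controls, were mixed by genotype; its text does not say whether the libraries of a group came from separate mixes. Ribosomal RNA was removed, and the authors aligned short single-end reads to the mouse genome (mm10) with TopHat2 and computed with Cuffdiff one RPKM value, the reads per kilobase of transcript scaled to the mapped reads of the library, for each of 24346 genes in each library. The number of reads behind a value was estimated from the smallest steps between low values in 632 genes. It came to 49.2 and 51.4 M scaled reads in the undifferentiated WT libraries and 67.2 and 51.5 M in the differentiating WT libraries. The corresponding values were 48.3 and 49.7 M in undifferentiated KO MSCs and 50.4 and 49.6 M in differentiating KO MSCs, with a median of 50.0 M over all libraries. The paper's stated value is 70.7 M raw reads per sample; the RPKM values rest on the mapped reads. Of 4848 low values, 3271 (67.5%) came out as whole reads, against 10% by chance, so no test of read counts was run. The 2 libraries of a group differed by more than the sampling noise: among genes with at least 100 reads, the chi-square per gene was 4.45 and 6.70 in undifferentiated and differentiating WT MSCs, and 2.53 and 18.6 in the KO groups. They were counted as separate samples, as they are labelled; this difference does not show whether they came from separate cell mixes. For the tests, 0.1 was added to each RPKM value and log2 was taken. The 15342 genes with a mean of at least 0.1 RPKM over the 8 libraries entered a linear model with a mean for each group (limma), and p-values were adjusted with the Benjamini-Hochberg method. Differentially expressed genes (DEGs) had a log2 fold change above 1 or below -1 and an adjusted p-value under 0.05, the limits that the paper uses. All log2 fold changes are on the log2(RPKM + 0.1) scale, which understates the change of low genes. Of the genes with 20 RPKM or more in both libraries of a group, 50 are listed at exactly 0 in both libraries of another group. Most of them are small RNA genes, but *Actb* and *Eef1a1*, which every cell uses, are among them. For these genes the value of each library is given, without a mean or a fold change. Gene positions are from the GENCODE annotation of mm10.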

We confirmed that *Dnmt3l* was not expressed in *Dnmt3l* KO MSCs. However, low levels of *Dnmt3l* associated sequences could be identified from undifferentiated and differentiating wild type BM-MSCs (Figure 2A). 

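*Dnmt3l* lies on chromosome 10 of mm10, from 78041947 to 78063622 on the plus strand. In both undifferentiated and both differentiating *Dnmt3l* KO libraries the gene is listed at 0 RPKM. At the estimated depth, 3 reads on its longest transcript of 1822 nt would give between 0.0276 and 0.0384 RPKM, so a level below this range was not detectable. A value of 0 alone can also be a failed estimate in these files, because *Actb* is listed at 0 in both undifferentiated KO libraries.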

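In undifferentiated WT MSCs the *Dnmt3l* values of the individual libraries were 1.56 and 1.09 RPKM, or 1.33 ± 0.328 (mean ± SD, n = 2). In differentiating WT MSCs they were 0.845 and 0.830 RPKM, or 0.837 ± 0.0108 (SD, n = 2). Both differentiating WT libraries lay below both undifferentiated ones, with a log2 fold change of -0.59 (standard error 0.18, adjusted p = 0.031 from limma with Benjamini-Hochberg adjustment). The standard error is shared by all groups, and the KO libraries, all at 0, add no spread and make it smaller. The p-value therefore does not rest on the spread of the WT libraries alone, for which no fit of this gene is given here. The files give a single value per gene, so which exons these reads came from was not analysed here.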

Interestingly, all of the *Dnmt3l* RNA sequences from WT MSCs mapped to exon 9a onward, missing exons 1–8 (Figure 2A). The absence of exons 1–8 and the presence of exon 9a–10–11–12–13 of the *Dnmt3l* transcript in WT BM-MSCs were supported by our RT-qPCR analysis with various primer pairs (data not shown). Three alternative transcripts of *Dnmt3l* starting from exon 9b were described during sperm development (Shovlin et al., 2007). However, a potential isoform starting from exon 9a instead of exon 9b has not been previously described.

**FIGURE 2:**
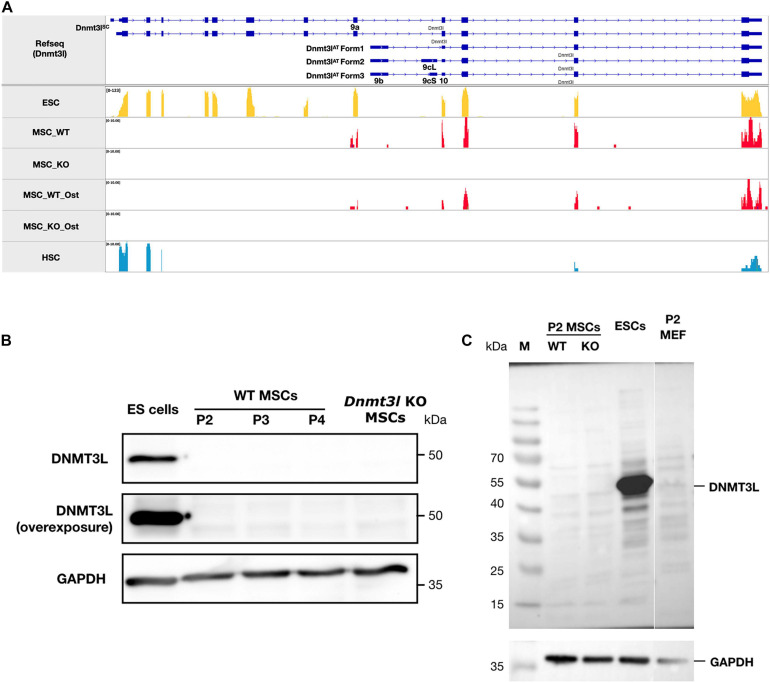
The ∼50 kDa canonical stem cell form of DNMT3L protein is not detectable in MSCs. **(A)** No sequencing reads were mapped to exons 1–8 of *Dnmt3l* suggesting no canonical ∼50 kDa DNMT3L expression in MSCs. However, a potential novel isoform of *Dnmt3l* transcript starting from exon 9a can be observed to be expressed in low level in wild type but not *Dnmt3l* KO mice derived BM-MSCs. In contrast, 3 *Dnmt3l* isoforms that were described in adult testes previously all starting from exon 9b. **(B)** The canonical stem cell form of ∼50 kDa DNMT3L expression is highly expressed in ES cells detected by Western blotting. However, even under overexposure, there were no detectable DNMT3L signals at early passage (P2, P3, and P4) of MSCs. **(C)** Possibility of small DNMT3L (estimated to be 126 AA of around 20 kDa) expression has not been excluded but no distinct bands may be observed from our Western analysis of the MSC samples.

On the protein level, we could not detect the canonical ∼50 kDa DNMT3L protein (Figure 2B), consistent with the lack of RNA expression from exons 1–8. Neither could we detect distinct immunoblotting signals of the estimated 126-AA-long protein from the possible *Dnmt3l* isoform starting from exon 9a (Figure 2C). We have not excluded the possibility that this exon 9a initiated *Dnmt3l* RNA isoform may have a function. Our preliminary RT-qPCR data demonstrated higher *Dnmt3l* expression from the 3′-end exons in EMSCs than in BM-MSCs, associated with more severe potency defects in *Dnmt3l* EMSCs.

### Transcriptome Analysis of Undifferentiated and Differentiating MSCs Derived From *Dnmt3l* KO Mice Compared to Those of Wild-Type Littermates

In order to gain insight into the mechanistic significance of the *in vitro* osteogenesis defects in *Dnmt3l* KO MSC, we performed WGCNA, an unbiased and unsupervised analysis that identifies modules corresponding to clusters of co-expressed transcripts among multiple transcriptomes. 

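Co-expression was examined in the 3000 genes whose log2 values varied most over the 8 libraries, among those with a mean of at least 0.5 RPKM. The absolute correlation between genes was raised to the power 6 and turned into the topological overlap, which measures how far genes share their neighbours in the network. Average-linkage clustering with a height limit of 0.23 and at least 100 genes per module gave 2 modules, of 871 and 659 genes. In the larger module 612 genes rose and 259 fell between undifferentiated and differentiating WT MSCs. The median of its rising genes, relative to the mean of each gene, went from -1.05 to 0.91 on the log2 scale in WT MSCs, and rose further in *Dnmt3l* KO MSCs, from -1.04 to a higher level than in WT. In the other module 276 genes rose and 383 fell. Its falling genes had medians of 0.55 and -0.32 in undifferentiated and differentiating WT MSCs, and of 0.81 and -1.03 in the corresponding KO MSCs. The number of modules depended on the settings: a power of 12 gave 0 modules of this size, and a height limit of 0.5 gave 1 module of 2554 genes. Correlations over 8 libraries in 4 groups mostly reflect the group means, and no p-value was attached to the modules.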

The results showed two major gene modules (Figure 3A, marked by turquoise and blue). The first module contains 928 genes enriched in “cell, morphogenesis and stem cell differentiation” by gene ontology analysis. The second module has 898 genes that are specifically associated with “the maintenance of DNA methylation.” In addition, PCA revealed four distinct groups signifying that cell differentiation and *Dnmt3l* genotype contribute to significant transcriptome changes (Figure 3B).

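The genes of DNA methylation were followed with a list of 8 genes, the DNA methyltransferase genes *Dnmt1*, *Dnmt3a*, *Dnmt3b* and *Dnmt3l*, their cofactor gene *Uhrf1*, and *Tet1*, *Tet2* and *Tet3*. Of these, 2 (*Uhrf1* and *Dnmt3l*) were among the 3000 most variable genes, and 0 belonged to a module at the settings given; with a signed network, a height limit of 0.5 or a pseudocount of 1, 1 gene of the list did. By comparison, 25 of 45 histone genes and 10 of 15 proliferation genes in the network belonged to the module of 659 genes. *Dnmt1*, the maintenance methyltransferase gene (chromosome 9, 20907209 to 20959888), had 15.0 ± 0.443 RPKM in undifferentiated WT and 21.4 ± 0.0646 RPKM in undifferentiated KO MSCs (SD, n = 2 each), a log2 fold change of 0.51 (standard error 0.05, adjusted p = 0.0014 from limma with Benjamini-Hochberg adjustment). In differentiating MSCs the order was the opposite, with 12.5 ± 0.365 RPKM in WT and 8.94 ± 0.482 RPKM in KO, a log2 fold change of -0.48 (adjusted p = 0.0014, limma with Benjamini-Hochberg adjustment). *Uhrf1* (chromosome 17, 56303321 to 56323486) was at 11.0 ± 0.105 RPKM in undifferentiated WT and 14.9 ± 0.123 RPKM in undifferentiated KO MSCs, a difference that did not pass the test (adjusted p = 0.22, limma with Benjamini-Hochberg adjustment). The test shares its spread over all groups, and for this gene the differentiating KO libraries (2.33 and 1.29 RPKM) were far apart. This p-value therefore does not measure the small spread of the undifferentiated libraries. In differentiating MSCs it fell from 5.27 ± 0.604 RPKM in WT to 1.81 ± 0.733 RPKM in KO (log2 fold change -1.54, adjusted p = 0.0052, limma with Benjamini-Hochberg adjustment). *Dnmt3a* (chromosome 12, 3806007 to 3914443) stayed between 2.61 and 2.71 RPKM in the 4 group means.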

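A principal component analysis of the 15342 genes on the log2 scale, centred and not scaled, gave a first component with 48.7% and a second with 11.7% of the variance. On the first component the undifferentiated libraries lay between -72.2 and -59.6 and the differentiating libraries between 44.5 and 90.2. On the second component the 4 WT libraries lay between -48.7 and -20.2 and the 4 *Dnmt3l* KO libraries between 16.5 and 46.4. The mean distance between libraries of a group was 0.711 of the mean distance between groups. Of all ways to divide the 8 libraries into pairs, the real one gave the smallest ratio (exact permutation test, one-sided, p = 0.00952, the smallest p that this design allows). The largest distance within a group (115) was nevertheless greater than the smallest distance between groups (113). The untransformed RPKM values moved the result most, to 94.9% for the first and 3.22% for the second component, with p = 0.019 in the same exact test; on that scale a single small RNA gene, *Scarna2*, carried 83.1% of the variance. From the separation into 4 groups, the paper concludes that both differentiation and the *Dnmt3l* genotype contribute to the changes of the transcriptome. The exact test does not separate the part of the genotype from that of differentiation. Most divisions that it compares pair an undifferentiated with a differentiating library.

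**Figure D1:**
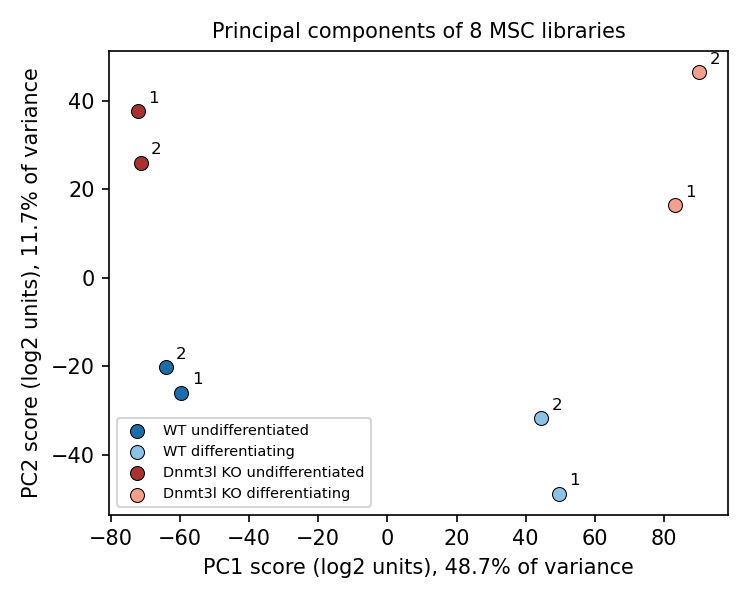
Scores of the 8 libraries on the first (horizontal) and second (vertical) principal component of log2(RPKM + 0.1), with a point per library and a colour per group. Undifferentiated and differentiating libraries lie on opposite sides of 0 on the first component, and WT and *Dnmt3l* KO libraries on opposite sides of 0 on the second.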

**FIGURE 3:**
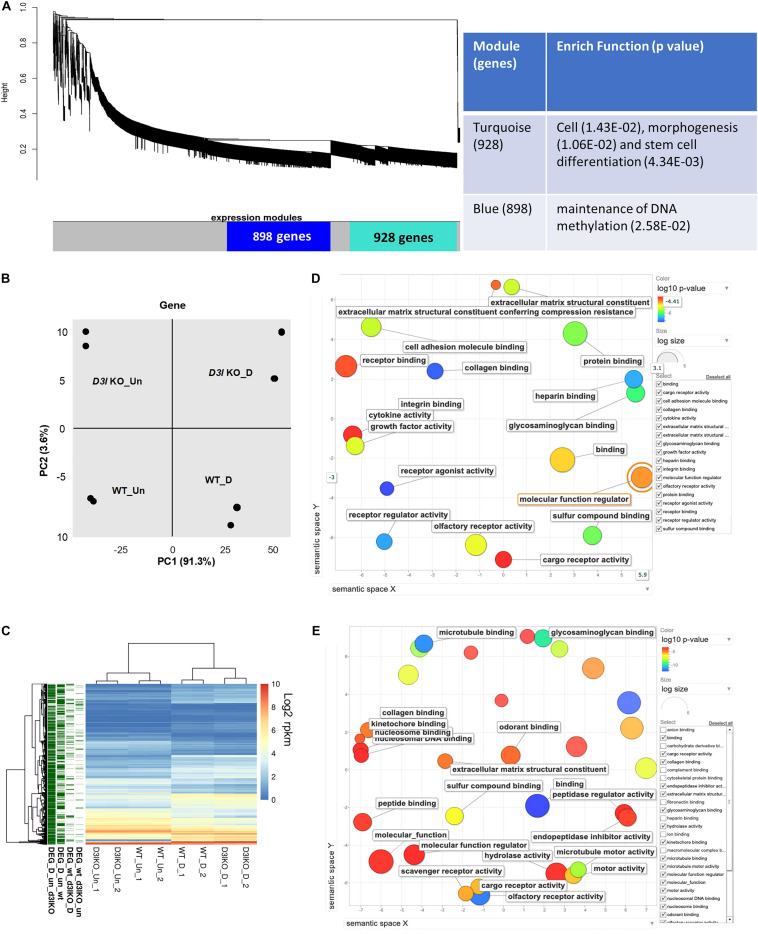
Analyses of *Dnmt3l* genotype-specific differentially expressed genes (DEGs) in undifferentiated and differentiating MSCs on day 3 of osteogenic induction. **(A)** Weighted correlation network analysis was performed, with the two major gene modules marked in turquoise and blue. The first (turquoise block) module contains 928 genes enriched in cell, morphogenesis and stem cell differentiation. The other module has 898 genes that are categorized as maintenance of DNA methylation. **(B)** Principal component analysis (PCA) of gene expression. **(C)** Each row represents a DEG. Four groups of DEGs are shown on the left and marked in green. Most DEGs highlight the transition during differentiation. There are also differences between the WT and *Dnmt3l* KO MSCs, indicating the contribution of DNMT3L to these differences. The heatmaps illustrate the expression patterns of genes that are modulated by either differentiation or the DNMT3L effect. DEG_wt_d3l_un: DEGs between WT and *Dnmt3l* KO in undifferentiated MSCs; DEG_wt_d3lKO_D: DEGs between WT and *Dnmt3l* KO in differentiating MSCs; DEG_D_un_wt: DEGs between undifferentiated and differentiating MSCs derived from WT mice; and DEG_D_un_d3lKO: DEGs between undifferentiated and differentiating MSCs in *Dnmt3l* KO mice-derived MSCs. **(D)** Gene ontology analysis of DEGs between WT and *Dnmt3l* KO undifferentiated MSCs. **(E)** Gene ontology analysis of osteogenic differentiating (day 3 of osteogenic induction) DEGs between WT and *Dnmt3l* KO MSCs. All GO terms presented on the bubble plots have an adjusted *p*-value of <0.05.

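In all, 3995 genes passed the limits for a DEG in at least 1 of the 4 comparisons of Fig. 3C. Of these, 3875 genes (97.0%) differed between undifferentiated and differentiating MSCs of at least 1 genotype, and 717 (17.9%) differed between WT and *Dnmt3l* KO MSCs in at least 1 state. Both kinds of difference were found for 597 genes, a difference with differentiation only for 3278 genes, and a difference with genotype only for 120 genes. Between the states, 51 genes were DEGs of genotype in both undifferentiated and differentiating MSCs, and 45 of these differed in the same direction.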

In addition to global gene expression patterns observed by PCA, DEG (at least log_2_ fold change > 1 with FDR < 0.05) between undifferentiated and differentiating MSCs, or between different *Dnmt3l* genotypes of the same differentiation stage, were indicated in the dendrogram (Figure 3C). 

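Between undifferentiated and differentiating WT MSCs, 1487 genes rose and 711 fell past the limits, 2198 DEGs in all. In *Dnmt3l* KO MSCs the same comparison gave 1996 genes that rose and 1515 that fell, 3511 in all, and 1834 genes were DEGs in both genotypes. Removing the limit on the fold change moved the counts most, to 9882 genes in WT and 11186 in KO MSCs. The paper's supplementary lists hold 1437 genes that rose and 733 that fell in WT MSCs. The DEGs found here include 1949 of these 2170 genes (89.8%), all in the direction the paper gives. The paper's lists for KO MSCs were not analysed here, because only 420 of their 1500 falling and 0 of their 1939 rising genes were at hand.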

In Figure 3C, each row presents a DEG. Approximately 300 genes (Figure 3C, DEG_wt_*d3l*KO_un group) were differentially expressed in *Dnmt3l* KO MSCs in the undifferentiated state, of which 106 were upregulated and 202 were downregulated. These DEGs were highly correlated to receptor binding, cytokine activity, cargo receptor activity, and ECM structural constituent, which may directly or indirectly influence the MSC differentiation potential upon induction of differentiation (Figure 3D). In addition, some of these DEGs were overlapped with signature genes associated with bone related phenotypes as summarized in the MGI mammalian phenotypes database (Table 1). For example, *Postn* encodes the matricellular protein POSTN, which is downregulated in *Dnmt3l* KO MSCs. 

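In undifferentiated MSCs, 94 genes were higher and 167 lower in *Dnmt3l* KO than in WT, 261 DEGs among the 15342 genes tested. The pseudocount and the fold limit weighed most on this count: with 0.01 in place of 0.1 it was 402 genes, with 1 it was 99 genes, and with no limit on the fold change 4943 genes passed the adjusted p-value. The paper's lists hold 106 higher and 203 lower genes, and 195 of these 309 genes (63.1%) were DEGs here, all in the same direction. Of the other 114 genes, 78 passed the adjusted p-value with less than a 2-fold change on the log2(RPKM + 0.1) scale, 32 did not pass the adjusted p-value, and 4 were below the expression minimum. The DEGs with the largest differences that separated both KO from both WT libraries were genes listed at 0 in a group. Among the higher ones, *Eef1a1*, *Col1a2*, *Malat1* and *Mir7688* are listed at 0 in both undifferentiated WT libraries; *Eef1a1*, for example, stands at 5498 and 5532 RPKM in the KO libraries. The lower ones, *Actb* and the microRNA genes *Mir23a*, *Mir374b*, *Mir350* and *Mir1955*, are listed at 0 in both undifferentiated KO libraries, and *Actb* stands at 4215 and 4314 RPKM in WT. Without the 50 genes listed at 0 in a group, 255 genes passed the limits; this check was chosen after seeing the data.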

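The terms of Fig. 3D were followed with lists of gene families. Of 40 cytokine and chemokine genes tested, 5 were DEGs in undifferentiated MSCs, 3 higher and 2 lower in *Dnmt3l* KO, more than among the other genes tested (Fisher's exact test, two-sided, adjusted p = 0.0018 over 16 lists). Of 49 growth factor genes, 6 were DEGs, 3 in each direction (adjusted p = 6.9e-04 in the same exact test). Of 33 collagen genes, 2 were DEGs (adjusted p = 0.23), and the higher one was *Col1a2*, which is listed at 0 in both WT libraries. As whole families they moved little: the median log2 fold change was -0.08 for cytokines, -0.03 for growth factors and -0.15 for collagens. Of the collagen genes 23 were lower and 10 higher in KO MSCs (adjusted p = 0.042 for the family with camera, a limma test that compares a list with all other genes at a preset correlation of 0.01). Among genes with a mean of at least 0.5 RPKM its adjusted p was 0.064, within a range of 2.3e-04 to 0.63 over the alternatives. With quantile normalization, an alternative chosen after seeing the data, it was 0.087. These tests of the family include *Col1a2*, which counts as higher in KO because of its listed 0 in WT. No value without it is given here. At the limit for single genes, 18 collagen genes had an adjusted p-value under 0.05 over all genes and 18 adjusted over the list alone. Cytokines (adjusted p = 0.88) and growth factors (adjusted p = 0.69) did not differ from other genes by camera. In all, 9 of the 16 lists passed camera in undifferentiated and 10 in differentiating MSCs. With the correlation estimated from the data 0 lists passed in either state, and 1 list had an unadjusted p-value under 0.05 in each; with the rotation test fry, which makes no comparison with other genes, 12 and 13 lists passed.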

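*Postn* lies on chromosome 3 of mm10, from 54361109 to 54391037. It was at 307 ± 11.6 RPKM in undifferentiated WT and 136 ± 1.13 RPKM in undifferentiated *Dnmt3l* KO MSCs (SD, n = 2 each), with both KO libraries below both WT libraries. The log2 fold change was -1.18 (standard error 0.05, adjusted p = 1.9e-04 from limma with Benjamini-Hochberg adjustment). After induction the gene rose in both genotypes, to 2352 ± 124 RPKM in WT and 1870 ± 13.7 RPKM in KO MSCs. The genotypes then differed by a log2 fold change of -0.33 (adjusted p = 0.0058, limma with Benjamini-Hochberg adjustment). A fit of these 4 libraries alone gave an adjusted p of 0.10, the upper end of a range that began at 0.0044 over the alternatives.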

*Postn* is transcriptionally activated by RUNX2 in the MC3T3-E1 osteoblast precursor cell line, suggesting that POSTN, also known as OSF-2, is involved in early osteoblast development (Stock et al., 2004). This gene is highlighted in the categories of abnormal long bone morphology (MP:0003723), short femur (MP:0003109), and short tibia (MP:0002764). Previous studies also demonstrated that POSTN may play a crucial role in bone formation and homeostasis (Bonnet et al., 2012; Merle and Garnero, 2012; Zhang et al., 2017), which is highly correlated to the jeopardized osteogenic differentiation ability observed in *Dnmt3l* KO MSCs.

**TABLE 1:** MGI mammalian phenotypic identification of undifferentiated DEGs between wild-type and *Dnmt3l* KO MSCs by enrichment analysis.

	*P*-value	Adjusted *p*-value
Decreased body weight (MP:0001262)	0.001719	0.128
Abnormal macrophage physiology (MP:0002451)	0.0009388	0.1133
Abnormal long bone morphology (MP:0003723)	0.0003274	0.1133
Short femur (MP:0003109)	0.0004068	0.1133
Short radius (MP:0004355)	0.0002514	0.1133
Abnormal ureter morphology (MP:0000534)	0.0002751	0.1133
Short tibia (MP:0002764)	0.001353	0.1205
Abnormal neuromuscular synapse morphology (MP:0001053)	0.0005063	0.1133
Decreased placenta weight (MP:0004921)	0.0004709	0.1133
Abnormal forelimb morphology (MP:0000550)	0.0008594	0.1133

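In MSCs after 3 days of osteogenic induction, 208 genes were higher and 299 lower in *Dnmt3l* KO than in WT, 507 DEGs in all. These numbers also moved most without the limit on the fold change, which gave 6251 genes. The paper's lists hold 240 higher and 327 lower genes, and 441 of these 567 genes (77.8%) were DEGs here, all in the same direction. The genotype difference itself changed between the states by more than 2-fold for 947 genes, 423 upward and 524 downward, each with an adjusted p-value under 0.05 for the interaction of genotype and differentiation in limma with Benjamini-Hochberg adjustment. The largest differences that separated the KO from the WT libraries again lay at genes listed at 0. *Rn45s*, *Lox*, *Thbs1*, *Col1a2* and *Mir680-3* are listed at 0 in both differentiating WT libraries, while *Lox* stands at 1483 and 1326 RPKM in differentiating KO MSCs. *Gsn*, *Mir7686*, *Snord111*, *Mir194-1* and *Mir6963* are listed at 0 in both differentiating KO libraries, and *Gsn* stands at 2984 and 2729 RPKM in WT. The largest interactions were at genes of the same kind, *Mir350*, *Actb*, *DQ267101*, *Mir23a* and *Rn45s* upward and *Mir369*, *Eef1a1*, *Mir194-1*, *Snord111* and *Gsn* downward. Without the genes listed at 0 in a group, the counts were 489 DEGs and 930 interactions.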

Upon comparing transcriptomes of MSCs derived from *Dnmt3l* KO and WT mice after 3 days of induction toward osteogenesis, a more significant change was observed (*n* = 567 DEGs, 239 genes were upregulated and 328 genes were downregulated) (Figure 3C, DEG_wt_*d3l*KO_D group). 

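Families that stand for the terms on nucleosomes, the kinetochore and odorants were taken from gene names. Of 69 histone genes tested in differentiating MSCs, 53 were lower and 16 higher in *Dnmt3l* KO than in WT, with a median log2 fold change of -0.69 (adjusted p = 2.3e-06, camera). Among them 27 were DEGs, all lower in KO MSCs (Fisher's exact test, adjusted p = 1.5e-21). At the level of single genes, 50 had an adjusted p-value under 0.05 over all genes and 53 adjusted over the list alone. Many histone genes are near-identical copies, so the reads of a single member are uncertain. Of 63 kinetochore and microtubule motor genes, 50 were lower in KO MSCs, with a median log2 fold change of -0.53 (adjusted p = 2.0e-07, camera), and 26 were DEGs, all lower. Here 44 genes had an adjusted p-value under 0.05 over all genes and 47 adjusted over the list alone. Before induction both families had been higher in KO MSCs, with medians of 0.50 and 0.25 (adjusted p = 1.1e-08 and 0.019, camera). The median change of the difference between the states was -1.32 for histone genes and -0.80 for kinetochore genes (adjusted p = 5.8e-11 and 2.7e-06 for the interaction, camera). With the correlation estimated from the data the interaction did not pass for either family (adjusted p = 0.53 for each, camera). Of 1120 olfactory receptor genes, 15 reached the expression minimum. In differentiating MSCs 12 of the 15 were higher in KO, with a median of 0.21 (adjusted p = 0.23, camera), and 0 were DEGs; 1 had an unadjusted p-value under 0.05. The signs of the histone and kinetochore medians were the same under quantile normalization and median centring, and these 2 families also passed fry in differentiating MSCs. Before induction the kinetochore family did not pass fry (adjusted p = 0.25, with a range of 0.0040 to 0.63 over the alternatives).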

We noticed a clear enrichment of these DEGs in molecular binding related properties, including nucleosome and nucleosomal DNA, peptide, kinetochore, odorant, and collagen binding, as well as genes associated with general molecular function regulation. In addition, with enrichment of DEGs in GO terms associated with collagen binding, hydrolase activity and ECM structural constituent, we suggest that MSCs derived from *Dnmt3l* KO mice may have suboptimal modulatory activities and responsiveness toward ECMs (Figure 3E).

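Of the 33 collagen genes, 6 were DEGs in differentiating MSCs, 2 higher and 4 lower in *Dnmt3l* KO (Fisher's exact test, two-sided, adjusted p = 0.0021 over the 16 lists); 1 of the higher ones was *Col1a2*, which is listed at 0 in WT. The family as a whole had a median log2 fold change of -0.15, with 23 genes lower in KO MSCs (adjusted p = 0.064, camera). Of its members, 20 had an adjusted p-value under 0.05 over all genes and 21 adjusted over the list alone. The test of the family includes *Col1a2*, which counts as higher in KO, and no value without it is given here. Among 24 genes of integrins and collagen receptors, which bind collagen at the cell surface, 16 were lower in KO MSCs, with a median log2 fold change of -0.18 and 3 DEGs (adjusted p = 0.04996, camera). This last p-value lies at the limit: with the correlation estimated from the data it was 0.40, and over the alternatives it ranged from 0.0015 to 0.40. The collagen family did pass among genes with a mean of at least 0.5 RPKM (adjusted p = 0.016, within a range of 3.0e-04 to 0.55). Adjusted over the list alone, 14 of the 24 genes had a p-value under 0.05, and 13 over all genes. From the enrichment of terms on collagen binding, hydrolase activity and ECM constituents, the paper proposes that *Dnmt3l* KO MSCs respond to ECMs less well than WT MSCs.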

With candidate approach, we also have observed the expression profile of several other bone related biomarkers, including *Sp7*, *Col1a1* and *Col1a2*, from our sequencing datasets. 

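*Sp7*, which encodes an osteoblast transcription factor, lies on chromosome 15 of mm10, from 102356606 to 102367182. In undifferentiated MSCs it was at 7.56 ± 0.398 RPKM in WT and 8.19 ± 0.613 RPKM in *Dnmt3l* KO (SD, n = 2 each), a log2 fold change of 0.11 that did not pass the test (adjusted p = 0.45, limma with Benjamini-Hochberg adjustment). In differentiating MSCs it was at 3.11 ± 0.00800 RPKM in WT and 1.53 ± 0.229 RPKM in KO, a log2 fold change of -0.99 (standard error 0.11, adjusted p = 0.0017, limma with Benjamini-Hochberg adjustment). A pseudocount of 1 moved it most, to -0.71, while a pseudocount of 0.01 and quantile normalization took it past the 2-fold limit, to -1.03 and -1.02. *Col1a1*, on chromosome 11 from 94936224 to 94953042, was higher in undifferentiated KO MSCs, with 666 ± 97.0 RPKM in WT and 1016 ± 44.9 RPKM in KO (log2 fold change 0.62, standard error 0.13, adjusted p = 0.015, limma with Benjamini-Hochberg adjustment). In differentiating MSCs it was lower in KO, with 771 ± 83.2 RPKM in WT and 437 ± 36.7 RPKM in KO (log2 fold change -0.82, adjusted p = 0.0049, limma with Benjamini-Hochberg adjustment). *Col1a2*, on chromosome 6 from 4504814 to 4541544, is listed at 0 RPKM in all 4 WT libraries. Its values were 1472 and 1446 RPKM in the undifferentiated and 1098 and 1047 RPKM in the differentiating KO libraries. As *Actb* is also listed at 0 in a group of these files, no fold change is given for *Col1a2*. In a list of 14 osteoblast markers, 11 were lower in differentiating KO than in differentiating WT MSCs (median log2 fold change -0.59, adjusted p = 0.012, camera). Of these markers 10 had an adjusted p-value under 0.05 over all genes and 11 adjusted over the list alone. In undifferentiated MSCs the markers went both ways, with 8 of 14 lower (median -0.20, adjusted p = 0.36, camera). *Col1a2* is among the 14 markers and counts as higher in KO; without it the adjusted p was 3.4e-04 in differentiating and 0.058 in undifferentiated MSCs, an alternative chosen after seeing the data. Over the alternatives the adjusted p ranged from 2.2e-05 to 0.35 and from 1.9e-05 to 0.67 in these states.

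**Figure D2:**
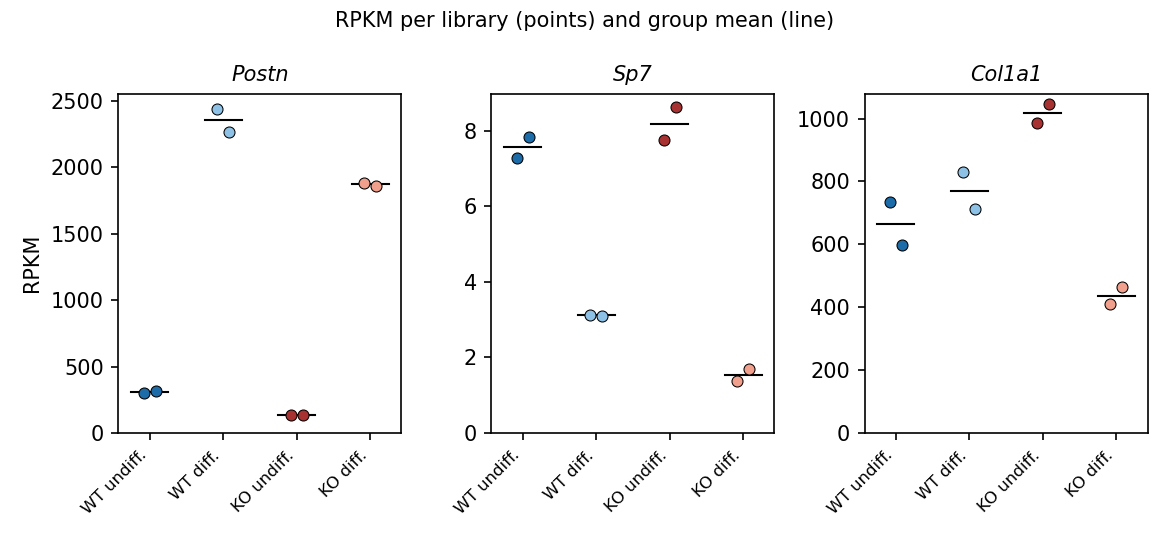
RPKM of *Postn*, *Sp7* and *Col1a1* (vertical axes) in undifferentiated and differentiating WT and *Dnmt3l* KO MSCs (horizontal axes), with a point per library and a line at each group mean. *Col1a1* is higher in KO before induction and lower in KO after it.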

*Dnmt3l* genotype associated, statistically significant differences were observed in all of these genes at day 3 of *in vitro* MSC differentiation toward osteoblast, while significant differences can be found in *Col1a1 and Col1a2*, as well as the aforementioned *Postn* genes in MSCs of different *Dnmt3l* genotype even before differentiation (Supplementary Figure 4).

### Searching for Potential DNMT3L-Mediated Epigenetic Memory From ES Cells

Given DNMT3L protein was not detected in MSCs, we explored the possibility of DNMT3L-mediated epigenetic modulation in pluripotent stem cells; we hypothesized that the DNMTs may exhibit a long term effect that could alter the differentiation potential of the cultured MSCs *in vitro*. We re-analyzed publicly available DNMT3L ChIP-Seq (GSE49178), DNMT3L KD ES cells gene expression array (GSE44643) and MeDIP sequencing (GSE44642) data (Neri et al., 2013).

To understand which genes are directly regulated by DNMT3L, we categorized DNMT3L binding sites in gene bodies, promoters or repeat sequences from DNMT3L ChIP-Seq data from ES cells. We observed that DNMT3L binding sites were enriched in 5′-UTRs, coding regions and TEs (Figure 4A). To verify the lasting impact of DNMT3L from ES cells to MSCs, we first sought to identify the overlap between DNMT3L binding sites in ES cells and DEGs between the WT and *Dnmt3l* KO MSCs. However, in both undifferentiated and differentiating MSCs, only 11 *Dnmt3l* genotype associated DEGs were also associated with DNMT3L binding in ES cells (Figure 4B and Supplementary Figure 5); suggesting most DEGs in MSCs were not the direct targets of DNMT3L in ESCs.

**FIGURE 4:**
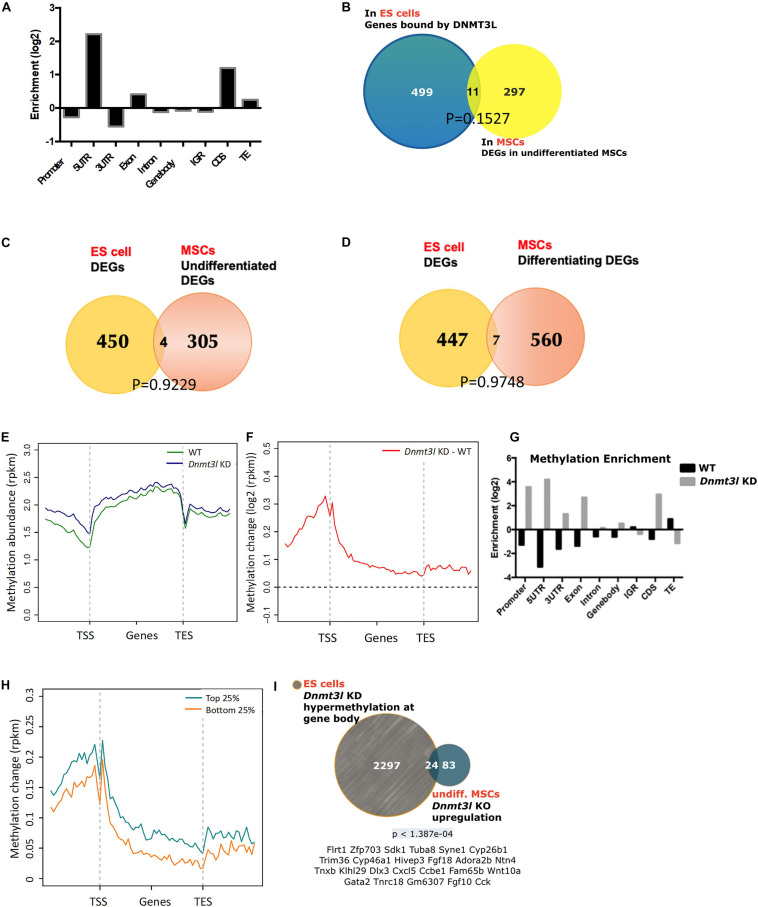
Possibility of DNMT3L-mediated legacy and the DNA methylation level contributing to the compromised self-renewal and differentiation potential of *Dnmt3l* KO MSCs. **(A)** Enriched DNMT3L binding in ES cells is observed in the 5′UTR and coding region of coding genes. **(B)** Only 11 out of 308 DEGs between undifferentiated MSCs derived from WT and *Dnmt3l* KO mice are direct DNMT3L binding targets in ES cells. **(C)** Only four genes are differentially expressed in both ES cells and undifferentiated MSCs between the WT and *Dnmt3l* mutant cells (*Dnmt3l* KO MSCs and *Dnmt3l* KD ESCs); **(D)** Only seven genes are differentially expressed in both ES cells and differentiating MSCs between WT and *Dnmt3l* mutants. **(E)** DNA methylation level in WT and *Dnmt3l* KD ES cells are profiled for all genes as well as their immediate upstream and downstream regions. **(F)** The methylation regions in *Dnmt3l* KD ES cells are enriched in the 5′UTR and coding sequence. **(G)** Differential gene methylation between WT and *Dnmt3l* KD ES cells. Greater enrichment on TEs in WT ES cells are observed, indicating that DNMT3L facilitates *de novo* methylation in these sequences. **(H)** The difference in gene methylation between WT and *Dnmt3l* KD in high/low expression genes. **(I)** Twenty-four out of 107 genes upregulated in Dnmt3l KO MSCs are overlapped with hypermethylated genes in ES cells with *Dnmt3l* knock down. The *p*-value calculated by hypergeometric test is very low, indicating that these 24 up-regulated genes in *Dnmt3l* KO MSCs are not due to random overlapping in highly methylated ES cells.

To investigate whether DNMT3L-dependent gene expression patterns carry over from ES cells to MSCs, DEGs from an expression array of ES cells were compared to MSC RNA-Sequencing data. Only 4 out of 309 genes were differentially expressed in the *Dnmt3l* KD ES cells and undifferentiated *Dnmt3l* KO MSCs (Figure 4C), and 7 out of 567 DEGs were identified in differentiating MSCs (Figure 4D), indicating that the role of DNMT3L legacy from ES cells on MSC properties is not a primary effect in gene expression.

DNMT3L is a well-known epigenetic cofactor, functioning within the *de novo* DNA methylation machinery. With the faithful memory of DNA methylation after cell division, alterations in *Dnmt3l* genotype-dependent DNA methylation level in ES cells could therefore be one of the most promising long-lasting epigenomic marks that are potentially responsible for the compromised *Dnmt3l* KO MSCs properties. To understand the influence of DNMT3L on DNA methylation, we analyzed the DNA methylation patterns of WT and *Dnmt3l* KD ES cells. According to the metagene plots, the methylation of *Dnmt3l* KD ES cells was generally higher than WT cells around genes, particularly at the promoter region (Figures 4E,F), and the same result was observed in the enrichment analysis (Figure 4G). We further found that these changes in DNA methylation occurred in genes from ES are associated with increased expression (between *Dnmt3l* KO and WT) in MSC (Figure 4H), indicating a positive correlation between changes in DNMT3L-induced methylation in ES cells and gene expression in MSCs, as a potential signal of DNMT3L legacy.

We further clarified whether the differential gene expressions in *in vitro* cultured *Dnmt3l* KO and WT MSCs, a cell type no longer expressing DNMT3L, may have association with DNMT3L-dependent DNA methylation mark in ES cells. Apart from the epigenomic modulation of regulatory sequences, DNA methylation on actively transcribed genes, had also been demonstrated (Bender et al., 1999).

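The genes named in Fig. 4I were followed in the MSC libraries; the methylation data of ES cells were not analysed here. Of the 24 genes, 23 reached the expression minimum, and *Tuba8* did not, with group means between 0.0140 and 0.257 RPKM. All 23 were higher in undifferentiated *Dnmt3l* KO than in undifferentiated WT MSCs, with a median log2 fold change of 1.00 (adjusted p = 1.3e-12, camera; the list also passed fry, but not the test with the correlation estimated from the data, adjusted p = 0.11). Of these, 21 had an adjusted p-value under 0.05 over all genes and 23 adjusted over the list alone, and 12 were DEGs. The study chose these genes on the same libraries, so the counts are not independent evidence. *Ntn4* (chromosome 10, 93640681 to 93747207) had the largest log2 fold change of the list, from 4.25 ± 0.163 RPKM in WT to 20.9 ± 0.185 RPKM in KO MSCs (SD, n = 2 each; log2 fold change 2.27, adjusted p = 4.7e-05, limma with Benjamini-Hochberg adjustment). Next came *Cck* with 1.93 and *Fgf10* with 1.71 on the same scale. In differentiating MSCs 16 of the 23 genes were higher in KO, with a median of 0.28 (adjusted p = 0.018, camera), and 3 were DEGs. The difference between genotypes became smaller with differentiation for 21 of 23 genes, and for 16 of them the interaction had an adjusted p-value under 0.05 in limma with Benjamini-Hochberg adjustment (median -0.88).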

We observed that 24 genes were upregulated in *Dnmt3l* KO MSCs and hypermethylated at the gene bodies in Dnmt3l KD ES cells (Figure 4I and more comprehensive analysis summarized in Supplementary Figure 6), with a very low *p*-value < 1.387e-04, indicating the significant overlap based on the hypergeometric distribution test. 

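In the RNA libraries of undifferentiated MSCs, 5 genes of this list with reported roles in bone were examined one by one. *Gata2* (chromosome 6, 88193891 to 88207032) rose from 1.41 ± 0.0123 RPKM in WT to 2.92 ± 0.0874 RPKM in *Dnmt3l* KO MSCs (SD, n = 2 each), a log2 fold change of 1.00 (standard error 0.11, adjusted p = 0.0022 from limma with Benjamini-Hochberg adjustment). *Fgf18* (chromosome 11, 33117430 to 33147400) rose from 1.31 ± 0.0190 to 3.18 ± 0.185 RPKM (log2 fold change 1.21, adjusted p = 3.6e-04, limma with Benjamini-Hochberg adjustment). The other 3 genes were low in all libraries, so the pseudocount takes up much of their change. *Hivep3* (chromosome 4, 119733784 to 120138045) had 0.0733 ± 0.00255 RPKM in WT and 0.201 ± 0.00905 RPKM in KO MSCs (log2 fold change 0.80, adjusted p = 0.016, limma with Benjamini-Hochberg adjustment). *Dlx3* (chromosome 11, 95120119 to 95125296) had 0.133 ± 0.00405 and 0.299 ± 0.0662 RPKM, and *Wnt10a* (chromosome 1, 74791516 to 74804179) 0.142 ± 0.0284 and 0.326 ± 0.0394 RPKM. Their log2 fold changes were 0.77 and 0.82 (adjusted p = 0.032 and 0.023, limma with Benjamini-Hochberg adjustment). With a pseudocount of 0.01 the changes of *Hivep3*, *Dlx3* and *Wnt10a* were 1.34, 1.10 and 1.15, above the 2-fold limit. In differentiating MSCs *Hivep3*, *Dlx3* and *Wnt10a* were lower in KO than in WT, with log2 fold changes of -0.40, -0.40 and -0.29, but none of these passed the test (adjusted p = 0.10, 0.16 and 0.27, limma with Benjamini-Hochberg adjustment).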

Of the 24 genes, some gene products have been reported to tie with skeletal development or homeostasis, with a few of them acting directly in MSCs to regulate osteogenic differentiation, namely, HIEVP3 and GATA2 inhibiting BMP-induced osteogenesis (Tolkachov et al., 2018; Li et al., 2020), DLX3 being a negative modulator (Levi and Gitton, 2014), while FGF18 and Wnt10a providing stimulatory signal (Charoenlarp et al., 2017; Jing et al., 2018). Those results suggest that the occurrence of DNMT3L-mediated epigenetic legacy, if any, may be observed in limited genes in cultured MSCs.

### Altered Transposable Element Expression Profile Suggesting Changes of Global Epigenomic Landscape

Because of the known transposon element (TE) silencing activity of DNMT3L (Bourc’his and Bestor, 2004), we assessed the possibility of correlating specific families of deregulated TEs to the impaired properties of *Dnmt3l* KO MSCs. The DETEs with four-fold changes were subjected to unsupervised heat map analysis (Supplementary Figure 7A). Genotype-dependent differences (four-fold changes) were manifested in an undifferentiated but not at differentiating state based on PCA analysis (Supplementary Figure 7B). Even without considering vast copy numbers of each TE sequences, there are more DETEs between WT and *Dnmt3l* KO genotypes in undifferentiated MSCs than the number of DEGs (Supplementary Figure 7C). DETEs populated in specific subfamilies such as DNA transposon, LINE, SINE and LTR, suggesting the accumulative effects from DNMT3L targeting these four subfamilies of TEs (Figure 5A). The significant reduction of upregulated TEs from undifferentiated *Dnmt3l* KO MSCs across many TE families (blue bars from Figure 5A) indicated possible epigenomic signature changes across many genomic loci from this cell type. In the differentiating MSCs, DETEs were enriched in the subfamilies of DNA transposon (hAT-Tip 100), LINEs (L2 and CR1), SINE (B4) and ERVK of the LTR family (green and purple bars in Figure 5A).

**FIGURE 5:**
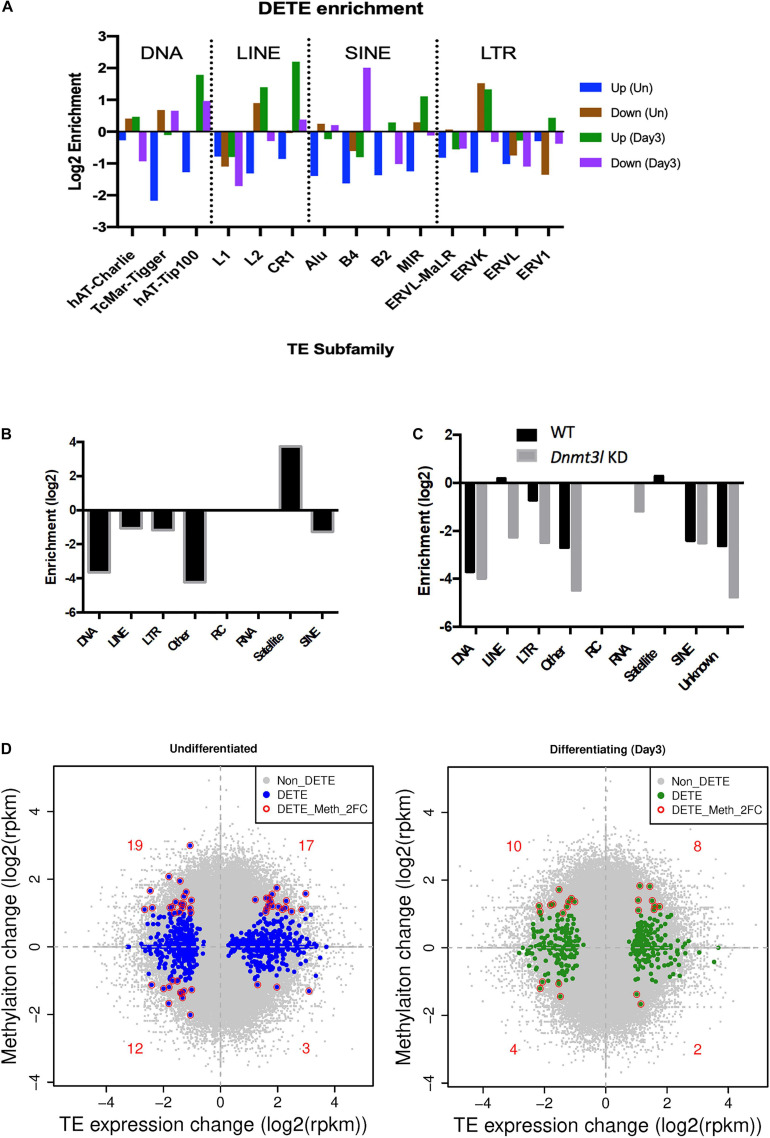
*Dnmt3l* genotype associated differential TE expressions and DNA methylation levels in MSCs. **(A)** Significant changes of TE expression patterns were observed in *Dnmt3l^– /–^* undifferentiated and differentiating MSCs, compared to wild type MSCs. Blue, upregulated TEs in undifferentiated *Dnmt3l* KO MSCs, UP (Un). Brown, downregulated TEs in undifferentiated *Dnmt3l* KO MSCs, Down (Un). Green and purple indicate upregulated and downregulated TEs in differentiating MSCs at day 3 of osteogenesis induction, UP (Day3) and Down (Day3), respectively. **(B)** The DNA methylation is obvious low at TE regions in ES cells. In addition to repeat sequences, DNMT3L binding regions are mostly enriched in satellites in ES cells. **(C)** DNMT3L associated differentially methylated TEs in ES cells **(D)** Blue dots indicate *Dnmt3l* KO genotype associated differentially expressed TEs in undifferentiated MSCs (left); Green dots indicate *Dnmt3l* KO genotype associated differentially expressed TEs in differentiating MSCs (right); red circled dots indicate differentially expressed TE with a ≥2-fold change in methylation in *Dnmt3l* KD ES cells.

With the known property of DNMT3L in TE modulation, we also analyzed the profile of DNMT3L associated DNA methylation marks from ES cells in relation to TE expressions in cultured MSCs of different *Dnmt3l* genotype. The DNA methylation is relatively low at most TE regions in ES cells. *Dnmt3l* KD induced further reduction was particularly enriched in LINE and LTR retrotransposons in ES cells (Figures 5B,C). In addition, we investigated the potential role of *Dnmt3l* in undifferentiated and differentiating MSCs using differentially expressed analyses of TEs. The direct correlation between changes in DNA methylation and gene expression of TEs (Figure 5D) did not provide clear evidence of an association in a specific direction. However, our results displayed that the change of global epigenomic landscapes are associated with the altered expression of TEs. These affected TEs or their neighboring genes in *Dnmt3l* KO MSCs may contribute to the observed osteogenesis defect phenotype *in vitro*.

### Bone Morphology Analysis *in vivo*

In contrast to the strong osteogenesis defects *in vitro*, we did not observe obvious differences in trabecular bone phenotype in 5-months-old *Dnmt3l* KO females (Supplementary Figure 8). In 23-months-old wild type female mice, we can indeed observe the aging induced reductions in trabecular number, connectivity density, percent bone volume, which give higher risk for vertebral fracture, as well as increase in SMI and reductions in bone thickness and bone surface density expected for aging mice (Qiu et al., 2006; Ostertag et al., 2009; Chen et al., 2013). However, we did not observe the expected osteoporosis related symptoms in *Dnmt3l* KO aging female mice. In contrast, a protective effect was observed in the parameters including connectivity density and trabecular thickness (Supplementary Figure 8).

In an attempt to induce accelerated aging, we introduced high fat diet and time-zone shifting model in 6-month-old *Dnmt3l* KO male mice and their littermates. The light-dark cycle was shifted 6 h forward each week, for six times in total. Circadian disruption has been associated with metabolism defect and aging-like phenotype (Sato et al., 2017). With the combined jet-lag paradigm and high fat diet treatment, we no longer observed *Dnmt3l* genotype specific differences in bone properties (Supplementary Figure 9). We concluded that *Dnmt3l* KO male mice have stronger response to lifestyle intervention-induced trabecular bone mass reduction.

## Discussion

Mesenchymal stem/stromal cells hold promises for regenerative medical applications either by cell transplantation directly or by applying their secretory products (Madrigal et al., 2014; Han et al., 2019). *In vitro* amplification is needed for most of these practices. Various advancements have made to maintain and amplify MSCs in culture condition (Sotiropoulou et al., 2006). However, genotype effect cannot be easily fixed. Apart from infertility, *Dnmt3l* KO mice does not cause any other obvious defects. It is therefore a surprise for us to see obvious osteogenesis impairment of MSCs derived from *Dnmt3l* KO in this current study, especially when DNMT3L protein expression cannot be detected in these cell type. Although we cannot exclude the possibility that a small population of MSCs may express *Dnmt3l*, it is notable that the impaired CFU-F forming and osteogenic activities occurred in global population of MSCs and not the small population of *Dnmt3l*-expressing MSCs. The current study also identified a potential novel isoform of *Dnmt3l* transcript starting from exon 9a. Our preliminary RT-qPCR data suggested higher expression from the 3′-end of *Dnmt3l* in EMSCs than in BM-MSCs, associated with more severe potency defects in *Dnmt3l* EMSCs. The possibility for this partial transcript of *Dnmt3l* exon 9a onward being functional could not be excluded at this stage.

However, it is still more plausible that the differences in the cultured MSCs was due to an accumulative cellular memory pre-deposited in DNMT3L expressing progenitor cells. DNMT3L is predominantly expressed in ES cells. We have recently demonstrated that transient ectopic DNMT3L expression in fibroblast is sufficient to introduce long-term effect on epigenome and cell proliferation property, over 40 passages after the ectopic DNMT3L is silenced (Yu et al., 2020), speculating that transiently expressed DNMT3L in ES cells or other progenitor cells, may also have long lasting effects that protect MSCs from premature senescence. The hypothesis of “DNMT3L-mediated epigenetic legacy” (Figure 6) assumes that DNMT3L sustains a normal epigenome or gene expression profile in ES cells. Without DNMT3L expression in the pluripotent stem cells of *Dnmt3l* KO preimplantation embryos, some of the aberrant epigenetic signatures may be carried over to somatic progenitor cells, and therefore compromising the property of *Dnmt3l* KO MSCs under *in vitro* culture and differentiation condition. When comparing DNMT3L binding sites and DNMT3L associated gene expression pattern and methylation status in ES cells, with the DEGs between MSCs from *Dnmt3l* KO and wild type littermates. There is no strong correlation between DNMT3L bound regions or DNMT3L associated DEGs in ES cells, with *Dnmt3l* genotype related DEGs in MSCs. Interestingly, DNA methylation at the gene body and promoter regions is most affected in *Dnmt3l* KD ES cells. Our results showed that gene bodies contain the most overlapped targets, with the effect of DNA methylation potentially carried over from ES cells into MSCs (Figure 4I). Among the 107 DEGs between undifferentiated *Dnmt3l* KO and wild type MSCs, 24 bears DNMT3L associated DNA methylation on their gene bodies in ES cells. Several of these 24 genes have direct or indirect implications in bone morphogenesis or homeostasis. For example, HIVEP3 (also called Schnurri-3, Shn3) inhibits BMP9-induced osteogenic differentiation from human amniotic MSCs (Tolkachov et al., 2018; Li et al., 2020), and GATA2 is implicated in interfering BMP2-induced SMAD signaling and thus inhibiting osteoblast differentiation demonstrated by an ectopic expression experiment (Tolkachov et al., 2018; Li et al., 2020). FGF18 stimulates rat and mouse MSCs for their osteogenic differentiation (Charoenlarp et al., 2017; Jing et al., 2018). DLX3 serves as a negative regulator of osteogenesis and contributes to bone homeostasis with other transcription factors, such as DLX5 (Levi and Gitton, 2014). Also, Cyp26b1 has effect in osteoblast and Cxcl5 functions for mobilizing HSC away from BM. Although these last two factors may not directly contribute to the phenotype observed in our MSC *in vitro* osteogenesis impairment phenotype, they provide implications for the miscommunication between the niche MSCs and the DNMT3L expressing HSCs, the progenitor of osteoclast cells. Although there are only limited numbers of genes having correlation between their DNMT3L associated DNA methylation in ESCs and their *Dnmt3l* genotype associated expression patterns in MSCs, the several highlighted genes may be important enough to contribute in part to the osteogenesis defects observed. In addition, potential DNMT3L associated legacy from progenitor cells or niche interacting defects may go beyond DNA methylation level, and beyond coding genes. The fact that more TEs related sequences are deregulated in cultured *Dnmt3l* KO MSCs, associated to the deregulation of methylation landscape in *Dnmt3l* KD ESCs, indirectly support this notion.

**FIGURE 6:**
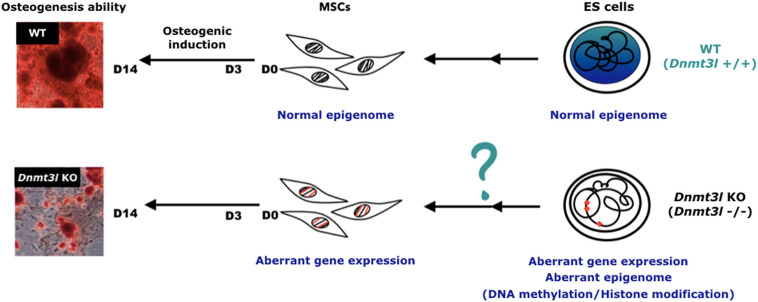
Hypothesis of DNMT3L-mediated epigenome legacy from embryonic stem cells influencing MSC properties. We propose that the expression of DNMT3L in ES cells is essential to maintain the normal epigenome. Some of these DNMT3L associated epigenomic landscape may be carried over all the way from pluripotent stem cells to influence isolated MSC properties from adult mice, and their self-renewal and differentiation abilities *in vitro*.

The serious loss of osteogenesis ability and retained adipogenesis ability of the cultured *Dnmt3l* KO MSCs out of their endogenous niche resembled the tilted osteogenesis to adipogenesis balance of aging MSCs (Yang et al., 2018). Several mechanisms may simultaneously contribute to MSC aging and senescence related phenomena, including telomere shortening, mitochondrial dysfunction resulting from oxidative stress, the accumulation of DNA damage, and genome wide shifting of the epigenetic modification landscape (Li et al., 2017). Whereas the physiological oxygen level in healthy human bone marrow is approximately 7.5% (Harrison et al., 2002; Jagannathan et al., 2016), conventional cell culture systems use roughly 19% oxygen, which may pose oxidative stress to MSCs, leading to mitochondrial dysfunction and cellular senescence. Indeed, recent studies indicated that hypoxic conditions (1% oxygen) prevent MSCs from entering senescence via the HIF-1α pathway (Tsai et al., 2011). However, osteogenesis may be inhibited under this extreme hypoxic condition (Yang et al., 2011). Interestingly, MSCs consume more oxygen for increased mitochondrial oxidative phosphorylation and exhibit downregulated levels of HIF-1α during osteogenesis, whereas glycolysis activity remains consistent (Shum et al., 2016). It has been shown that HIF-1α requires pyruvate for cancer cells under aerobic conditions (Lu et al., 2002). Accordingly, we observed that the levels of glyceraldehyde 3-phpsphate dehydrogenase (*GAPDH)*, a key player in pyruvate metabolism of glycolysis, drastically fluctuate between undifferentiated and differentiating MSCs (data not shown) despite culturing MSCs under 19% oxygen and with pyruvate. Although the detailed mechanisms for the failure of osteogenic induction in *Dnmt3l* KO MSCs require much further study, it is possible that metabolic defect could be one of the legacies pre-deposited from DNMT3L-expressing progenitors. Our ongoing study concerning dietary alteration-associated effects in paired *Dnmt3l* KO and WT littermates also shows similar implications.

Our previous study demonstrated that MEFs derived from *Dnmt3l* KO embryos enter senescence prematurely. This phenomenon is associated with a reduction of suppressive H3K9me3 and H3K27me3 marks and the premature extrusion of HDAC1 to the cytoplasm (Liao et al., 2015). On the other hand, ectopic expression of DNMT3L in aging MEFs significantly increases the nuclear localization of HDAC1. In addition, exogenous DNMT3L is sufficient to recruit DNMT3A/KAP1/SETDB1/HDAC1 to both newly infected retroviruses and some endogenous retroviruses by inducing H3K9me3 in aging MEFs (Kao et al., 2014). As non-canonical bivalent H3K4me3/H3K9me3 signature was observed on adipogenic determining genes, *Cebp-alpha* and *Ppar-gamma* (Matsumura et al., 2015) in MSC cell line, we looked into whether the SETDB1-dependent repressive H3K9me3 marks on those adipogenic master regulator genes accounted for a possible DNMT3L associated epigenetic legacy in MSCs that prevented premature determination of adipogenic fate. Although we have not obtained any conclusion from H3K9me3 ChIP-qPCR experiments, lacks of *Cebp-alpha* and *Ppar-gamma* upregulations in undifferentiated *Dnmt3l* KO MSCs or their osteogenic differentiating derivatives suggest the impaired non-canonical bivalent mark on adiogenic genes is unlikely the primary reason behind the titled osteogenesis to adipogenesis balance observed in *Dnmt3l* KO MSCs *in vitro*.

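*Cebpa*, which encodes the adipogenic transcription factor C/EBP-alpha, lies on chromosome 7 of mm10 from 35119293 to 35121928. In undifferentiated MSCs it was at 10.4 ± 0.900 RPKM in WT and 11.6 ± 0.182 RPKM in *Dnmt3l* KO (SD, n = 2 each), a log2 fold change of 0.17 (adjusted p = 0.076, limma with Benjamini-Hochberg adjustment). In differentiating MSCs it was at 43.3 ± 0.433 RPKM in WT and 53.6 ± 0.617 RPKM in KO, a log2 fold change of 0.31 (standard error 0.06, adjusted p = 0.0093, limma with Benjamini-Hochberg adjustment), under the 2-fold limit for a DEG. *Pparg*, on chromosome 6 from 115360951 to 115490399, did not differ between genotypes in either state. It was at 10.5 ± 0.804 RPKM in undifferentiated WT and 11.2 ± 0.170 RPKM in undifferentiated KO MSCs (log2 fold change 0.09, adjusted p = 0.24, limma with Benjamini-Hochberg adjustment). After induction the values were 22.7 ± 0.338 and 22.0 ± 0.210 RPKM (log2 fold change -0.05, adjusted p = 0.51, limma with Benjamini-Hochberg adjustment). Both genes rose with differentiation in each genotype, *Cebpa* by 2.05 and *Pparg* by 1.11 on the log2 scale in WT MSCs. Of 9 adipogenic markers tested, 7 were higher in KO MSCs in each state, with medians of 0.15 before and 0.35 after induction (adjusted p = 0.25 and 0.032, camera). In each state 3 of the 9 markers had an adjusted p-value under 0.05 over all genes, and 3 adjusted over the list alone. Before induction the 3 over all genes included *Cd36*, which was lower in KO MSCs. Its log2 fold change of -1.10 was the largest of the list in that state (adjusted p = 0.027, limma with Benjamini-Hochberg adjustment).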

Despite the serious osteogenesis impairment of *Dnmt3l* KO MSCs *in vitro*, counterintuitively, does not correlate to strong bone formation defects or osteoporosis phenotype *in vivo*. One may consider the balance between activities of osteoblasts and osteoclasts *in vivo* for the bone density phenotype. Since DNMT3L has been shown to be expressed in hematopoietic stem cells (HSCs), the progenitor cells of osteoclasts (Fierro et al., 2017), DNMT3L deficiency in HSCs may potentially contribute to reduced osteoclast function and hence the increased bone density observed in *Dnmt3l* KO mice. MSCs are also determined as one of the cell types building HSC niche (Ehninger and Trumpp, 2011), suggesting potential intercommunication between these two cell lineages. Interestingly, expression of the *Cxcl5* gene that encodes a chemokine to induce mobilization of HSC from BM (Yoon et al., 2012) was elevated in *Dnmt3l* KO MSCs, whereas expression of the factors for HSC maintenance, *Angpt1* and *Cxcl12* were significantly decreased (Supplementary Table 3). 

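*Cxcl5* (chromosome 5 of mm10, 90759360 to 90761624) was at 16.2 ± 0.00891 RPKM in undifferentiated WT and 51.0 ± 0.122 RPKM in undifferentiated *Dnmt3l* KO MSCs (SD, n = 2 each), a log2 fold change of 1.65 (standard error 0.05, adjusted p = 4.7e-05 from limma with Benjamini-Hochberg adjustment). In differentiating MSCs the difference was smaller, 8.04 ± 0.411 against 10.4 ± 0.501 RPKM (log2 fold change 0.37, adjusted p = 0.0029, limma with Benjamini-Hochberg adjustment). *Angpt1* (chromosome 15, 42424723 to 42676977) was lower in undifferentiated KO MSCs, with 9.14 ± 0.632 RPKM in WT and 4.90 ± 0.159 RPKM in KO (log2 fold change -0.88, adjusted p = 6.5e-04, limma with Benjamini-Hochberg adjustment). After induction it was higher in KO, with 32.3 ± 1.11 against 39.9 ± 2.27 RPKM (log2 fold change 0.30, adjusted p = 0.014, limma with Benjamini-Hochberg adjustment). *Cxcl12* (chromosome 6, 117168535 to 117181367) showed the same order. In undifferentiated MSCs it was at 77.0 ± 1.93 RPKM in WT and at 63.2 and 64.9 RPKM in the KO libraries (log2 fold change -0.26, adjusted p = 0.031, limma with Benjamini-Hochberg adjustment). With quantile normalization the adjusted p was 0.074, within a range of 0.016 to 0.074 over the alternatives. In differentiating MSCs *Cxcl12* was at 363 ± 19.0 RPKM in WT and 554 ± 48.0 RPKM in KO (log2 fold change 0.61, adjusted p = 0.0019, limma with Benjamini-Hochberg adjustment). A list of 6 HSC niche factors had a median log2 fold change of -0.17 before induction and 0.42 after it (adjusted p = 0.49 and 0.024, camera). Of its genes 5 and 6 had an adjusted p-value under 0.05 over all genes in the respective states, and 6 adjusted over the list alone in both.

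**Figure D3:**
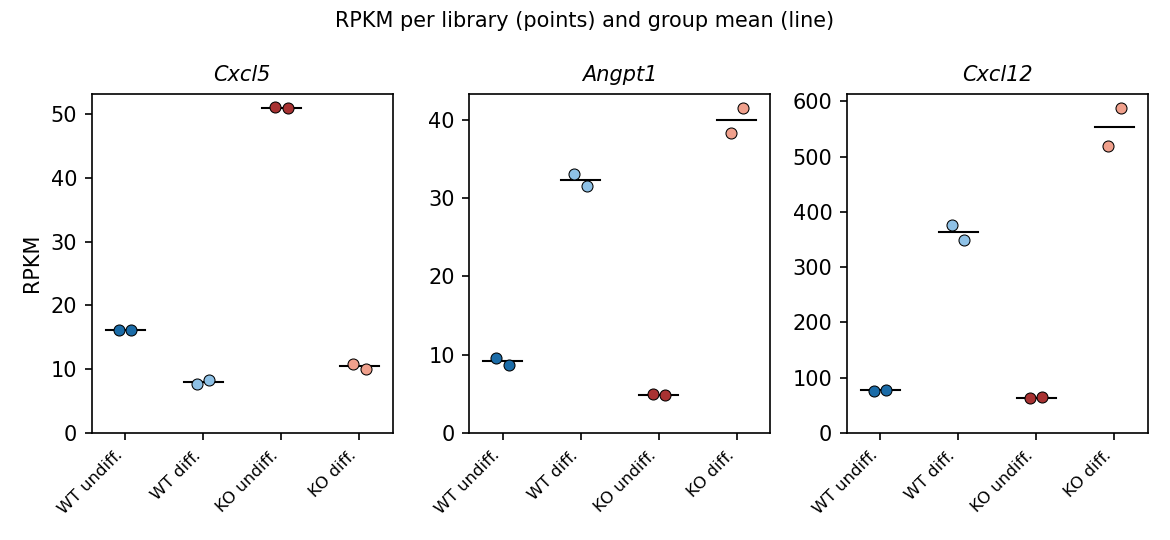
RPKM of *Cxcl5*, *Angpt1* and *Cxcl12* (vertical axes) in undifferentiated and differentiating WT and *Dnmt3l* KO MSCs (horizontal axes), with a point per library and a line at each group mean. *Angpt1* and *Cxcl12* are lower in KO before induction and higher in KO after it.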

Altogether, in *Dnmt3l* KO mice, the defective osteogenesis of MSCs as disclosed in our *in vitro* study, combined with the proposed inefficiency of bone breakdown, would give rise to only subtle, if any, phenotypes *in vivo* concerning the bone homeostasis. The in-depth study of DNMT3L function in HSCs and their derivatives would be another important episode for understanding the function and properties of this important epigenomic modulator DNMT3L beyond its highly expressing pluripotent stem cells and germ cells.

We demonstrated in this study that long term effects on cell fate and property can be induced by transient expression or deficiency of epigenetic modifiers and cofactors. These effects may even be amplified from spreading of the epigenetic alternations through excessive cell proliferations *in vitro* or *in vivo*. This is particularly important for the cell-based regenerative medicine when transient exposure of stem cells under aberrant condition would have long lasting effect that may not be perceived before transplantation, but conveying long-term risk thereafter.

## Materials and Methods

### Animals

Due to the infertility phenotype for both male and female *Dnmt3l* KO mice, the Dnmt3l^+/tmEnls^ mutant allele was maintained as heterozygous colony. *Dnmt3l* KO mice and *Dnmt3l*^+/+^ littermate controls were generated from intercrossing mice with the heterozygous Dnmt3l^+/tmEnls^ mutant allele (Hata et al., 2002) in a C57BL/6 genetic background. In average, one *Dnmt3l^–/–^* KO mice and one *Dnmt3l*^+/+^ littermate control from one gender were generated from one litter. Female mice (8–16 weeks old) were euthanized to harvest MSCs for experiments. The care of mice and the experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee (IACUC) of National Taiwan University (approval number NTU-104-EL-00031).

### Isolation of Mouse Bone Marrow MSCs

For each experiments, we collected bone marrow MSCs from three *Dnmt3l* KO mice of the same gender and age, as well as the counterparts from the three *Dnmt3l*^+/+^ littermate controls, to prepare mixed MSCs from each genotype. The procedure used to isolate mouse bone marrow MSCs was previously described (Cheng et al., 2012, 2014; Lee et al., 2017). Briefly, the femur and tibia were separated from the mouse after euthanasia by quickly removing the muscle and connective tissue with forceps and scissors. A 23-gauge needle containing 12 mL of culture medium [αMEM (Gibco, Grand Island, NY, United States) supplemented with 20% FBS (HyClone, Logan, UT, United States) and antibiotics (100 U/mL penicillin and 100 μg/mL streptomycin; Gibco)] was used to flush out femur bone marrow. A similar procedure was performed with a 26-gauge needle and 6 mL of culture medium to acquire tibia bone marrow. The bone marrow and minced femur and tibia were cultured in 100-mm Petri dishes (TPP, Trasadingen, CH, Switzerland). After 9 days of culturing with medium changes every 3 days to deplete non-adherent cells, adherent cells were detached with 0.25% trypsin/EDTA (Gibco) for 5 min in an incubator. Cells were then transferred to a 70-μm nylon cell strainer (Falcon, Corning, NY, United States) to remove cell clumps. MSCs were isolated using a MACS system (Miltenyi Biotec, Teterow, DE, Germany) with CD11b (Miltenyi Biotec) and CD45 (Miltenyi Biotec) microbead antibody double-negative selection according to the manufacturer’s protocol to avoid hematopoietic lineage contamination. Briefly, 10^7^ cells were resuspended in 10 μL of CD11b antibody, 10 μL of CD45 antibody and 180 μL of MACS^®^ running buffer (Miltenyi Biotec), and the cells were left to react for 15 min at 4°C. One microliter of running buffer was added to stop the reaction, and the cells were centrifuged for 5 min at 1200 rpm. Subsequently, the supernatant was removed, and another 1 mL of running buffer was added to resuspend the cells. A MACS^®^ LD column (Miltenyi Biotec) was inserted into a MidiMACS^TM^ separator (Miltenyi Biotec), and a collection tube was placed under the column to harvest MSCs. The column was rinsed with 2 mL of running buffer. Afterward, the cells were transferred into the column. When the column was about to dry out, 1 mL of running buffer was added to wash out unlabeled cells (i.e., non-hematopoietic cells). The procedure was repeated, and enriched MSCs were harvested from the effluent. After 5 min of centrifugation at 1200 rpm, running buffer was removed and replaced with culture medium. MSCs were seeded at a density of 5 × 10^4^ cells per cm^2^.

### Isolation of an MSC Subtype: Epiphysis-Derived Mesenchymal Stem/Stromal Cells (EMSCs)

The procedure used to harvest the EMSC subtype was based on our previous report (Cheng et al., 2012). We isolated the femurs and tibias of mice and thoroughly removed the adherent soft tissues. The epiphyses were then removed using shears and rinsing out of any possible bone marrow fluids with culture medium. The cleaned intact epiphyses (without mincing) were then transferred to 22.1 cm^2^ culture dishes (TPP) and cultured in complete medium composed of MEM alpha (Sigma-Aldrich) supplemented with 20% FBS (HyClone), 2 mM L-glutamine (100 U/ml penicillin, and 100 μg/ml streptomycin; Invitrogen). The cells were incubated under a humidified atmosphere containing 95% air and 5% CO_2_ at 37°C. The non-adherent cells were removed by changing the medium every 3 days. After 11 days, the primary culture reached approximately 70% confluence, and the cells were detached with 0.25% trypsin/0.1 mM EDTA (trypsin/EDTA; Invitrogen) for 1 min at 37°C. Subsequently, the reaction was stopped by adding complete medium. The cells that could not be lifted within 1 min were discarded. The detached cells were centrifuged at 400 × *g* for 5 min, resuspended in the complete medium, and subjected to negative selection using the CD11b and CD45 antibodies as described in the BM-MSC isolation section above.

### Colony-Forming Unit Assay

One or two thousand cells from passage 3 were seeded into 6-well plates (TPP). After 9 days of culture, cells were fixed with methanol (J. T. Baker, Center Valley, PA, United States) and visualized by Giemsa stain (Gibco). Colonies greater than 2 mm in diameter were defined as valid.

### Cell Growth Assay

The PDT was determined to assess the growth of MSCs. In brief, *Dnmt3l* KO MSCs and wild type MSCs from passage 3 were seeded for 33 wells with a density of 2 × 10^4^ cells per well in 12-well plate. These cells were allowed to adhere for 24 h at 37°C under an atmosphere with 95% air and 5% CO_2_. Cells from three wells of each genotype were isolated and evaluated by trypan blue staining each day for 11 days to calculate the number of living cells.

### Osteogenic Differentiation

Osteogenic induction medium was composed of 10% FBS-αMEM supplemented with 0.1 μM dexamethasone (Sigma-Aldrich, St. Louis, MO, United States), 10 mM β-glycerophosphate (Sigma-Aldrich) and 50 μM L-ascorbic acid 2-phosphate (Sigma-Aldrich) (Jaiswal et al., 1997). For each sample, 5 × 10^4^ cells per cm^2^ were seeded into a 6-well plate. After reaching confluence in 2 days, the cells were incubated with osteogenic induction medium. The medium was changed every 3 days, and analyses were performed after 14 days of induction. To assess calcium precipitation, the induction medium was removed, and the cells were washed once with PBS. Next, the cells were fixed with 10% formaldehyde (Sigma-Aldrich) for 10 min with gentle shaking, and after another wash with PBS, the cells were stained with 500 μL of 2% ARS (pH 4.1–4.3) (Sigma-Aldrich) for 15 min. After extensive PBS irrigation, the precipitate was dissolved in 500 μL of 10% cetylpyridinium chloride (Sigma-Aldrich) in 8 mM Na_2_PO_4_ (Sigma-Aldrich) and 1.5 mM KH_2_PO_4_ (Sigma-Aldrich). The absorbance at 550 nm was recorded, and quantification of calcium was determined using an optimal ARS standard curve. The optimal dilution was performed to ensure that the sample absorbance fell within the standard curve.

### RNA Extraction, Library Preparation and Sequencing

Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, United States) and a RNeasy mini kit (Qiagen, Hilden, DE, Germany) following the manufacturer’s instructions. RNA was treated with DNase 1 (Qiagen) to prevent DNA contamination. The quality of total RNA was checked using an Agilent Bioanalyzer 2100 with an Agilent RNA 6000 Nano Kit, and the RIN of the total RNA samples were all greater than 8. We used 2.5 μg of total RNA as input for strand-specific RNA library preparation following the removal of rRNA using a Ribosomal Illumina Ribo-Zero Gold rRNA Removal Kit (Human/Mouse/Rat) (Illumina, San Diego, CA, United States). The rRNA-depleted RNA libraries were constructed using an Illumina TruSeq Stranded mRNA Sample Prep kit following the user guide at the fragment RNA step. The libraries were sequenced using an Illumina HiSeq 2500 system with Rapid run mode (50-bp single-end reads). Each sample was sequenced to obtain approximately 70.7 M raw reads.

### RNA-Seq Analysis

The mRNA reads were strand-specifically aligned to the mouse reference genome (mm10) using Tophat2 (Kim et al., 2013; Trapnell et al., 2013), with the gene annotation downloaded from iGenome. The reads per gene counts were generated using Cuffdiff (Trapnell et al., 2013), which was also used to identify DEGs between samples using a ≥2-fold change in expression and a FDR less than 5%. The transposon annotation was downloaded from UCSC (Karolchik et al., 2004). The expression counts of transposons were generated using multiBamCov from BEDtools (Quinlan and Hall, 2010), and a transposon was considered to be expressed if it was expressed in at least one or more samples. The normalization of sequencing depth across samples and differential transposon expression analysis was performed using edgeR (Robinson et al., 2010) with a ≥2-fold change in expression and FDR 5%. The minimum expressed TE replicate had to have a minimum of 10 reads among all samples after normalizing for sequencing depth across samples.

### Weighted Gene Co-expression Network Analysis (WGCNA)

Weighted gene co-expression network analysis was performed using the R package for transcriptome data following the standard method described on the authors’ website (Langfelder and Horvath, 2008). This unsupervised and unbiased analysis identifies distinct co-expression gene modules by clustering transcripts with similar expression patterns across samples. Transcriptionally variable genes with an RPKM of ≥0.5 were selected for the analysis. These genes were hierarchically clustered based on a dissimilarity measure of topological overlap matrix. The resulting dendrogram was used for module detection (minimum size 100; height cutoff 0.23). Gene modules were labeled in unique colors, with unassigned genes labeled in gray.

### Bioinformatic Analysis on ChIP-Seq and MeDIP-Seq Datasets

The ChIP-Seq of DNMT3L from mouse ES cells was from GSE49178 (Neri et al., 2013), and the DNA methylation data (MeDIP-Seq) from mouse *Dnmt3l* KD ES cells was from GSE44642 (Neri et al., 2013). All reads were aligned to the mouse reference genome (mm10) using Bowtie2 (Langmead and Salzberg, 2012), with peaks called using MACS2 (Feng et al., 2012).

### Western Blot

Cells were homogenized and lysed in RIPA lysis buffer (EMD Millipore, Burlington, MA, United States) supplemented with 1 mM phenylmethylsulfonyl fluoride (Sigma-Aldrich) and protease inhibitor cocktail (Sigma-Aldrich). Lysate (5–10 μg per lane) were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE) and transferred to PVDF membranes (EMD Millipore). The membranes were blocked with 5% BSA (Sigma-Aldrich) in 1x PBST for 1 h at room temperature or 4°C overnight. The incubation with primary antibody anti-DNMT3L (E1Y7Q, Cell signaling technology, 1:1000 dilution), and anti-GAPDH (ab181602, Abcam, 1:1000 dilution) for 1 h at room temperature with gentle shaking. Membranes were incubated with a horseradish peroxidase - conjugated secondary antibody (1:5000 dilution) for 1 h under room temperature. The proteins were detected using a chemiluminescent reagent (Millipore), and the images were performed by GeneGnome XRQ-chemiluminescence image system (SYNGENE).

### Assessment of Trabecular Bone Parameters

The entire legs of mice with different age, gender and *Dnmt3l* genotypes were collected. After carefully removing the skin and most of the muscle, the intact femur, tibia, fibula with intact patella and joint were stored in 70% EtOH, and subject to 3D micro-CT imaging. The area of distal femur 0.4 to 1.9 mm from growth plate were used to analyze bone density and other trabecular parameters, with source voltage of 70 kV, source current of 57 μA, exposure for 1669 ms with AI 0.5 mm filter and image pixel size of 9 μm. Among the parameters, the elevated trabecular separation, reduced trabecular number, connectivity density and percent bone volume are associated with vertebral fracture (Qiu et al., 2006; Ostertag et al., 2009). On the other hand, increased SMI, decreased trabecular thickness and bone surface density are linked to with aging associated decline (Stauber and Muller, 2006; Chen et al., 2013).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113844.

## Ethics Statement

The animal study was reviewed and approved by National Taiwan University IACUC Committee.

## Author Contributions

S-PL, FH, Y-PY, and P-YC conceived andplanned the experiments and analysis. C-YY, M-KL, FH, and Y-PY isolated and characterized MSCs from *Dnmt3l* mutant mice and wild type littermates. FH and Y-PY discovered the defected self-renewal and osteogenic differentiation potential from Dnmt3l KO epiphysis derived MSCs (EMSCs). P-SH and M-KL examined the *in vivo* bone density and various properties. Y-PY tested the hypothesis of DNMT3L legacy modulating protein expression of other epigenomic modulators in EMSCs. M-KL and C-YY discovered the phenotype of Dnmt3l KO BM-MSCS. C-CC performed bone fracture repair experiments. M-KL tested the unusual H3k9me3/H3K4me3 hypothesis in adipogenesis being one of the causes for preferred adipogenesis over osteogenesis in cultured *Dnmt3l^–/–^* MSCs. M-KL prepared MSC derived RNA for RL to perform RNA-sequencing library construction and bioinformatic analysis under P-YC’s supervision. C-YY and RL tested the ESC expressing DNMT3L mediated epigenetic legacy hypothesis. S-KC prepared the aging accelerating high fat diet and jet-lag paradigm model for the paired Dnmt3l KO and littermates, as well as associated analyses. C-YY, RL, M-KL, Y-TT, P-YC, and S-PL wrote the manuscript. All authors were involved in periodic debates and discussions towards development of the story and proved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ARS: alizarin red S
BM-MSCs: bone marrow-derived MSCs
CFUs: colony forming units
CFU-F: colony forming unit-fibroblasts
DEGs: differentially expressed genes
DETEs: differentially expressed TEs
DNMT3L: DNA methyltransferase 3-like
ECM: extracellular matrix
EDTA: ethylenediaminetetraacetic acid
EMSCs: epiphysis-derived mesenchymal stem/stromal cells
ES: embryonic stem
FBS: fetal bovine serum
FDR: false discovery rate
HDAC1: histone deacetylase 1
IACUC: Institutional Animal Care and Use Committee
KD: knockdown
KO: knockout
MACS: magnetic-activated cell sorting
MEFs: mouse embryonic fibroblasts
α MEM: modified Eagle’s medium alpha
MOST: Ministry of Science and Technology
MSCs: mesenchymal stromal cells
OSF-2: osteoblast-specific factor-2
PCA: principal component analysis
PDT: population doubling time
PHD: plant homeodomain
POSTN: periostin
RIN: RNA integrity number
ROI: region of interest
SMI: structure model index
TEs: transposable elements
TSS: transcriptional start site
WGCNA: weighted gene co-expression network analysis
WT: wild-type.

How the deposited data were processed for this re-analysis (not part of the article)

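RNA was measured in 8 libraries of mouse bone marrow MSCs, 2 libraries for each combination of genotype (WT or *Dnmt3l* KO) and state (undifferentiated, or 3 days after osteogenic induction), all at passage 4. Each library was assigned to its group by the sample labels and the matching column names, which left 0 columns of per-sample values without a sample. The authors removed ribosomal RNA, aligned strand-specific single-end reads to mm10 with TopHat2 and the iGenomes annotation, and computed gene values with Cuffdiff. The values that the authors deposited are RPKM per gene and library, with replicates not pooled; the paper's text does not name the library normalization of Cuffdiff or the versions of the tools. For the genes of the paper's supplementary lists, the group values there and the means of the deposited RPKM values differed by at most 0.000633% (3465 entries of the lists, with 1 further entry not found in the table).

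The table holds 24346 genes, of which 4324 were at 0 in all libraries and 17652 to 18276 were above 0 in a library. Positions in the GENCODE annotation of mm10 were found for 23931 genes. The lists of the paper give a locus for 2749 of these, and 2742 overlapped the annotated position. RPKM gives no depth directly. In 632 genes with a single transcript, the smallest steps between low values gave 48.3 to 67.2 M scaled reads per library, with 204 nt subtracted from the transcript length. Of 4848 low values 67.5% were whole multiples of a step, against 10% by chance, which was too few to recover reads for a count test. The deepest library was replicate 1 of differentiating WT MSCs. At this depth 3 reads on the *Dnmt3l* transcript would give 0.0276 to 0.0384 RPKM; this floor covers counting error only.

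From there, log2(RPKM + 0.1) was computed, and genes with a mean RPKM of at least 0.1 over all libraries were tested (15342 genes). A linear model with a mean for each of the 4 groups was fitted to all 8 libraries in limma 3.58.1 under R 4.3.3, with a trend of the variance on expression, so that all groups share an estimate of the spread (4 residual and 1.98 prior degrees of freedom). Comparisons were KO against WT in each state, differentiating against undifferentiated in each genotype, and their interaction. P-values were adjusted over all genes with the Benjamini-Hochberg method. A DEG had an absolute log2 fold change above 1 and an adjusted p-value under 0.05, as in the paper. On simulated data made from these libraries with 200 changed genes among 15095 tested, the fit recovered 200 of them with 2 false calls. The planted changes all lay well past the fold limit, none was in a low gene, and every group had the same noise. High recovery was therefore built in, and it says nothing about low genes, changes near the limit or groups of unequal noise. With only 2 libraries per group, an outlying library could not be looked for, and leaving out a library gave values but no test.

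Gene lists were tested with camera at a preset correlation of 0.01, with fry and camera at an estimated correlation as alternatives, and lists with fewer than 5 tested genes were not tested. The 18 lists held the genes of Fig. 4I, markers of osteoblasts, adipogenic cells, HSC niche factors, macrophages and leukocytes, endothelial cells, proliferation, senescence, glycolysis, sex and DNA methylation, and gene families by name for histones, kinetochore and microtubule motors, collagens, integrins and collagen receptors, olfactory receptors, cytokines and growth factors. Families by name stand for the gene ontology terms of Fig. 3, since an ontology was not used here. Enrichment of DEGs in a list used Fisher's exact test against all tested genes. Principal components, distances and co-expression modules were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The modules followed the steps of a weighted correlation network without its dynamic tree division.

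The genes named one by one were chosen by a rule: every gene for which the paper gives a measurement from these libraries, the members of reported lists, and for each genotype comparison and the interaction the 5 DEGs in each direction with the largest log2 change whose groups did not overlap. Not every gene that the rule selects is reported here. The other named genes were chosen after their values were seen. The lists, this rule, the tests and 101 alternatives were set before the data were examined. The alternatives covered the pseudocount, the expression minimum, quantile normalization, median centring, the variance trend, a replicate block, the fold limit, a fit of only the libraries compared, and each library left out in turn. A further 15 were added after seeing the data: without genes listed at 0 in a group, without small RNA genes, scaling for the lists, and other inputs for the principal components. Transposable elements, methylation, ES cell and mouse data of the paper were not analysed here. The paper's lists for differentiation in KO MSCs were held only in part and were not used.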

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

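All tests of explanations in this part were chosen only after the results had been seen.

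The difference between *Dnmt3l* KO and WT MSCs was not the same before and after osteogenic induction for many genes. A test of this change, the interaction of genotype and differentiation in limma with Benjamini-Hochberg adjustment, passed with more than a 2-fold change for 947 genes, including genes listed at 0 in a group. Among the genes that the paper names, the genotype effect changed by 0.85 for *Postn*, -1.10 for *Sp7*, -1.43 for *Col1a1*, -1.28 for *Cxcl5*, 1.19 for *Angpt1* and 0.87 for *Cxcl12* on the log2 scale, with adjusted p-values between 3.8e-04 and 0.0033. *Col1a1*, *Angpt1* and *Cxcl12* differed in opposite directions in the undifferentiated and differentiating states. *Gapdh* changed by -0.20 (adjusted p = 0.047). *Cebpa* (0.14, adjusted p = 0.22) and *Pparg* (-0.14, adjusted p = 0.19), which the paper also names, did not pass. Library scaling argues poorly for this pattern: under both quantile normalization and median centring 6 of the 6 genes other than *Gapdh* had the same sign and an adjusted p-value under 0.05. For *Gapdh* an effect of scaling cannot be told apart from a true change, because the adjusted p was 0.061 with median centring and ranged from 0.023 to 0.083 over the alternatives. Whether the deeper library, replicate 1 of differentiating WT MSCs, accounts for the pattern cannot be told. All 7 genes had the same sign without it. With 2 libraries per group, however, a value without 1 library always moves by less than the spread between replicates. What also stays open is whether the KO cells take another course of differentiation, which is a hypothesis. The cultures of the genotypes may also have differed in another way, which was not tested.

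Lists of genes for cell division showed the same kind of change. The median interaction was -1.94 for 16 proliferation genes, -1.32 for histone genes and -0.80 for kinetochore and microtubule motor genes. With the correlation estimated from the data the interaction passed for none of these lists (adjusted p = 0.53 for each, camera). All 16 proliferation genes were higher in undifferentiated KO MSCs (median log2 fold change 0.51, adjusted p = 1.0e-04, camera) and all 16 were lower in differentiating KO MSCs (median -1.45, adjusted p = 8.0e-08, camera). Of these genes 7 had an adjusted p-value under 0.05 over all genes before induction and 16 after it. Adjusted over the list alone, there were 10 and 16. These tests share their spread over all groups, so the wider spread of the differentiating KO libraries enters the counts before induction too. Before induction the list did not pass fry (adjusted p = 0.051, with a range of 2.1e-05 to 0.61 over the alternatives). All 16 genes had a mean of at least 1 RPKM, 2 are also in another list, and 12 are in the paper's lists for genotype. Scaling does not remove the opposite signs: after quantile normalization the medians were 0.50 before and -1.50 after induction. Median centring, which gave 0.49 before induction, moves all genes of a library alike and could change little here. A candidate explanation is that KO cells leave the cell cycle more completely after induction, which is a hypothesis found and examined in the same libraries. Whether they also divide more before induction stays open: the paper's growth curves at passage 4 (Fig. 1C), the passage of these libraries, showed no large difference between the genotypes by its account. Cell numbers were not measured in these libraries.

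The genes of Fig. 4I had a median interaction of -0.88 (adjusted p = 8.1e-06, camera, and 0.48 with the correlation estimated from the data): their difference between genotypes was smaller after induction. The study chose these genes because they were higher in undifferentiated KO MSCs, and genes chosen for a high value in one comparison tend to be lower in another, so this change was not weighed further.

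Y-linked genes, which the paper does not discuss, were expressed in every library. *Ddx3y* had 28.7 RPKM in the library where it was lowest. No library of cells without a Y chromosome was analysed here. *Eif2s3y* lay between 38.2 and 51.9 RPKM, *Kdm5d* between 7.01 and 10.6, and *Uty* between 8.43 and 13.2, while *Xist*, which is expressed from an inactive X chromosome, reached at most 0.0285 RPKM. Reads of the X-linked copies argue poorly for these values. *Uty* was at least 1.82 times its X-linked copy *Kdm6a* in every library. For *Ddx3y*, *Eif2s3y* and *Kdm5d*, the ratio to the X-linked copy differed between groups by a factor of at least 1.40, and between replicates by at most 1.08, where shared reads would give a constant ratio. The values argue against cells from female mice, the sex that the paper's methods name for MSCs, in all 4 groups. Cells from male mice would give such values, but that they were the source remains a hypothesis. The sex marker list has 4 tested genes, too few for a list test. All 4 were lower in undifferentiated KO than in undifferentiated WT MSCs, with an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment) and log2 fold changes from -0.36 for *Eif2s3y* to -0.18 for *Kdm5d*; after induction 2 of the 4 passed, in the opposite direction, with *Kdm5d* higher in KO by 0.30 and *Uty* by 0.11.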

How the results depend on the processing

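Alternatives named as added were chosen after seeing the data, and the causes of the changes were not tested unless stated. The counts of DEGs followed the pseudocount and the fold limit. Between KO and WT in undifferentiated MSCs (261 DEGs) there were 402 with a pseudocount of 0.01, 132 with 0.5, 99 with 1, 166 among genes with a mean of at least 1 RPKM, 773 with a test against a 1.2-fold change (treat), and 4943 with no fold limit. In differentiating MSCs (507) there were 318 and 234 with pseudocounts of 0.5 and 1, 1369 with treat and 6251 with no fold limit. For differentiation, the pseudocount of 1, treat and no fold limit gave 1249, 5475 and 9882 genes in WT (2198) and 2267, 7791 and 11186 in KO MSCs (3511). For the interaction (947) there were 624 and 479 with pseudocounts of 0.5 and 1, 2042 with treat and 6048 with no fold limit. A larger pseudocount shrinks the change of low genes by construction, and treat and no fold limit admit smaller changes. All other alternatives kept these counts within 1.5 times. Scaling moved the direction of the differentiation DEGs in WT: 67.7% rose, 1487 up and 711 down, against 56.4% with quantile normalization, 1212 up and 937 down. In KO MSCs 1996 rose and 1515 fell (56.8% up), against 1752 and 1732 (50.3% up) with quantile normalization. Median centring shifted the median of all genes with differentiation in WT MSCs to -0.10. Counts by fold change alone, with each library left out in turn, ran from 551 to 631 before and from 684 to 925 after induction between genotypes, and from 2380 to 2535 in WT and 3695 to 4001 in KO MSCs with differentiation.

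The first principal component held 48.7% of the variance, and 42.6% with a pseudocount of 0.01, 54.7% with 1, 46.3% among genes of at least 1 RPKM, 38.8% over the 1000 most variable genes, 62.8% at unit variance and 94.9% with untransformed RPKM. Added alternatives gave 51.0% without genes listed at 0 in a group, and 90.3% with untransformed RPKM without these genes and *Scarna2*. The 2 modules became 0 with a power of 12, 1 with a height limit of 0.5 and 1 with a pseudocount of 1. The 9 lists that passed camera before induction became 0 with an estimated correlation and 5 with quantile normalization (added), and the 10 after induction became 0 with an estimated correlation; 1 list in each state had an unadjusted p-value under 0.05. Of the Fig. 4I genes, 12 of the 12 with a mean of at least 1 RPKM passed, against 21 of 23. The odds of a genotype DEG near *Dnmt3l* turned from below 1 to 1.71 before and 1.19 after induction in a window of 20 Mb (Fisher's exact p = 0.097 and 0.55).

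For single genes, 709 log2 fold changes of 67 results were recomputed: 0 reversed, 13 lost the adjusted p-value and 696 did neither. The 13 belong to *Postn*, *Cxcl12*, *Gapdh*, *Sdk1*, *Tnxb* and, under the replicate block alone, *Dlx3*. With 2 libraries per group, a value without 1 library always moves by less than the spread between replicates, so the 232 such values say nothing about stability. Of 256 recomputed list results, 33 lost and 10 gained the adjusted p-value. Replicate numbers are shared between groups, but replicates with the same number did not deviate together (correlations from -0.0924 to 0.0304), and nothing states that a number marks a shared batch. A replicate block gave 244, 504, 2194, 3511 and 922 DEGs in the order above and changed 6 of 99 calls. Depth limits the low genes: below about 100 reads the chi-square between replicates was 1.18 to 1.50 per gene, close to counting noise.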

Differences from the paper's values

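The paper's principal component plot gives about 91% of the variance for the first and about 3.6% for the second component in Fig. 3B, read by eye; the values here were 48.7% and 11.7% on the log2 scale. Among the alternatives set before the data were examined, untransformed RPKM gave 94.9% and 3.22%, close to the paper's values for both components. Unit variance gave 62.8% and 14.4%, and closed neither gap. Nor did pseudocounts of 0.01 and 1, higher expression minimums, the 1000 most variable genes or quantile normalization. Untransformed RPKM without the genes listed at 0 in a group and *Scarna2* gave 90.3% and 3.83%, a setting chosen after seeing the values.

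The paper's log2 fold changes in its supplementary table are on another scale, the log2 ratio of group means without a pseudocount. On that scale the deposited values came within 6.6e-06 of the paper's numbers, as for *Hivep3* (1.46, against 0.80 on the log2(RPKM + 0.1) scale), *Fgf10* (2.11 against 1.71), *Dlx3* (1.17 against 0.77), *Cyp26b1* (1.04 against 0.91), *Gata2* (1.05 against 1.00) and *C1qa* (-3.83 against -2.65).

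The paper counts *Hivep3*, *Dlx3*, *Wnt10a*, *Cyp26b1* and *Gata2* among the upregulated genes; here their log2 fold changes lay at or under the 2-fold limit, and they passed both limits with a pseudocount of 0.01. Of the paper's genes for genotype, 114 of 309 in undifferentiated and 126 of 567 in differentiating MSCs were not DEGs here; with no fold limit the calls include 273 and 531 of the paper's genes. The paper lists *Sp7* as lower in differentiating KO MSCs at its 2-fold limit, and here the value was -0.99; it was -1.03 with a pseudocount of 0.01, -1.02 with quantile normalization and -0.71 with a pseudocount of 1. The paper states a significant genotype difference for *Col1a2* in both states; the gene is listed at 0 in all 4 WT libraries, and no fold change is given for it here. The paper states that *Angpt1* and *Cxcl12* were decreased in KO MSCs, without naming a state in that sentence. Here both were lower before induction (-0.88 and -0.26), the same direction as in the paper, and higher after it (0.30 and 0.61). The paper states that *Cebpa* was not upregulated in KO MSCs or in the cells differentiating from them; here it was higher by 0.31 in differentiating KO MSCs (adjusted p = 0.0093, limma with Benjamini-Hochberg adjustment), with a range of adjusted p from 0.0042 to 0.029 over the alternatives, and under 2-fold.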

Other observations

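All tests of explanations in this part were chosen only after the results had been seen.

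Of the genes with 20 RPKM or more in both libraries of a group, 50 are listed at exactly 0 in both libraries of another group. Of these, 9 are longer than 300 nt, and 7 of the 9 are abundant. *Actb* is at 0 in undifferentiated KO and *Col1a2* in all WT libraries. *Malat1* and *Eef1a1* are above 0 only in undifferentiated KO MSCs, *Gsn* is at 0 in differentiating KO, *Lox* in differentiating WT MSCs, and *Thbs1* is above 0 only in differentiating KO MSCs. The paper's lists argue against true absence of these transcripts: of the 8 genotype comparisons of these 7 genes with a side at 0, they hold 0, although the differences would be among the largest in each state. All 7 are among the top 1% (239 genes) by RPKM times length, 7 of the 9 long genes against 237 of 4456 long genes that could have entered (5.32%; Fisher's exact test, one-sided, p = 3.6e-08). For these 7, estimates lost at the loci with the most reads are therefore a candidate explanation. This does not extend to *Lcn2*, which is outside the top 1%, at 0 in undifferentiated WT, at 0.0319 and 0 RPKM in undifferentiated KO and at 25.9 and 29.5 RPKM in differentiating KO MSCs, so that its 0 may be low expression. Nor does it extend to the small RNA genes, where a value above 20 RPKM may rest on very few reads and a 0 on counting alone: *Mir6976* and *Mir7014*, named after their values were seen, have the same length of 63 nt and the same 171 RPKM in replicate 1 of differentiating KO MSCs. The length of *Rn45s* is not known here, and no biological explanation was tested.

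Markers of macrophages and leukocytes were lower in KO MSCs. Of 14 tested markers 12 were lower in undifferentiated KO MSCs (median log2 fold change -1.10, adjusted p = 0.0016, camera) and 13 in differentiating KO MSCs (median -1.71, adjusted p = 5.8e-06, camera), and 12 were lower in both states. Over all genes 11 and 14 had an adjusted p-value under 0.05, and adjusted over the list alone 12 and 14. The most abundant of the list, *Lyz2*, was at 13.1 ± 0.391 and 24.7 ± 2.49 RPKM in undifferentiated and differentiating WT MSCs and at 3.31 ± 0.168 and 7.24 ± 0.599 RPKM in KO MSCs (SD, n = 2 each). *C1qa* was at 0.992 ± 0.354 RPKM in undifferentiated WT and 0.0698 ± 0.00141 RPKM in undifferentiated KO MSCs. *Cd68* did not differ before induction (log2 fold change -0.34, adjusted p = 0.15, limma with Benjamini-Hochberg adjustment). *Csf1r* went the other way before induction (log2 fold change 0.34, adjusted p = 0.032, limma with Benjamini-Hochberg adjustment). *Cd14* was higher in KO MSCs in both states, with log2 fold changes of 0.78 before and 0.46 after induction (adjusted p = 0.0046 and 0.020, limma with Benjamini-Hochberg adjustment), against the other markers. Of the 16 genes in the list, 6 had a mean of at least 1 RPKM, 2 are in another list and 11 are in the paper's lists for genotype. Scaling does not remove the difference, since after quantile normalization the median was still -1.06 before induction. The values are consistent with a few more macrophages in the WT cultures in spite of the selection against CD11b and CD45, which is a hypothesis; lower expression of these genes by the KO MSCs themselves was not tested. Endothelial markers had 3 tested genes, too few for a list test; 2 of them had an adjusted p-value under 0.05 before and 1 after induction.

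The response to induction was larger in KO than in WT MSCs. Across 15292 genes, which are not independent replicates, the log2 changes of the 2 genotypes had a Pearson correlation of 0.71. The slope of their major axis, KO over WT, was 1.38, and no library enters both sets of changes. This slope is not a regression of KO on WT, and noise in the KO changes also raises it. Of 2187 genes past the limits in WT, 2159 changed in the same direction in KO and 1398 changed more in KO. Library scaling alone argues poorly for this: after quantile normalization 1376 of 2138 such genes changed more in KO, with a major-axis slope of 1.39. So do cell cycle genes alone: without histone, kinetochore and proliferation genes, 1366 of 2153 did, with a slope of 1.35. Larger replicate noise in the KO libraries would add no change in the direction of the WT response, but the median extra change was 0.26 over the genes past the limits in WT. A faster or stronger response of KO cells to the same induction may underlie it, which is a hypothesis; a difference in cell density or in the cultures was not tested.

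The KO allele lies on chromosome 10, and a mutant allele made in cells of another strain can bring flanking sequence with it. Within 10 Mb of *Dnmt3l*, 3 of 236 tested genes were DEGs between undifferentiated KO and WT MSCs (odds ratio 0.752, Fisher's exact test, two-sided, p = 1). In differentiating MSCs there were 6 of 236 (odds ratio 0.759, p = 0.71 in the same exact test). An effect of flanking sequence cannot be told apart from none, because a handful of DEGs lie in the window and the odds ratio was 1.71 at 20 Mb. Within chromosome 10, the DEGs of undifferentiated MSCs were not concentrated near *Dnmt3l*: they made up 2.79% of the tested genes within 20 Mb and 3.43% (13 of 379) of those farther away. In differentiating MSCs the shares were 3.90% and 1.85% (7 of 379). Chromosome 10 as a whole had the highest share of DEGs of all chromosomes listed before induction (23 of 738 genes, 3.12%), ahead of chromosome 13 (2.33%). After induction its share was 2.85%, below the 7.49% of chromosome 13. *Pfkl*, chosen after its values were seen, lies 31.9 kb from *Dnmt3l* and was lower in undifferentiated KO MSCs, with 58.7 ± 0.747 RPKM in WT and 23.4 ± 0.0858 RPKM in KO (SD, n = 2 each; log2 fold change -1.32, adjusted p = 1.1e-04, limma with Benjamini-Hochberg adjustment).

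Of the remaining lists, all 13 glycolysis genes were lower in undifferentiated KO MSCs (median log2 fold change -0.49, adjusted p = 1.9e-06, camera), and 11 of 13 were lower after induction (median -0.38, adjusted p = 0.0060, camera). For these, 11 and 7 genes had an adjusted p-value under 0.05 over all genes, and 11 and 8 adjusted over the list alone. *Gapdh*, for which the paper gives unshown data, fell with differentiation from 454 ± 7.68 to 201 ± 0.328 RPKM in WT and from 401 ± 8.72 to 154 ± 7.65 RPKM in KO MSCs (log2 fold changes -1.18 and -1.38). Senescence genes had a median of -0.42 before induction (adjusted p = 0.049, camera), with 6 of 8 lower, and -0.04 after it (adjusted p = 0.78). The genes of DNA methylation did not differ as a list (adjusted p = 0.88 before and 0.29 after induction, camera), although with fry they did after induction (adjusted p = 0.0029, within a range of 0.0029 to 0.48 over the alternatives). The list holds *Dnmt3l*, the gene that was knocked out, so the result with fry does not speak for the other genes of the list. Olfactory receptor genes had a median of 0.42 before induction, with 12 of 15 higher in KO MSCs (adjusted p = 0.042, camera); 5 had an adjusted p-value under 0.05 over all genes and 5 adjusted over the list alone.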
